# Traumatic brain injury induces long-lasting changes in immune and regenerative signaling

**DOI:** 10.1371/journal.pone.0214741

**Published:** 2019-04-03

**Authors:** Deborah R. Boone, Harris A. Weisz, Hannah E. Willey, Karen E. O. Torres, Michael T. Falduto, Mala Sinha, Heidi Spratt, Ian J. Bolding, Kathea M. Johnson, Margaret A. Parsley, Douglas S. DeWitt, Donald S. Prough, Helen L. Hellmich

## Abstract

There are no existing treatments for the long-term degenerative effects of traumatic brain injury (TBI). This is due, in part, to our limited understanding of chronic TBI and uncertainty about which proposed mechanisms for long-term neurodegeneration are amenable to treatment with existing or novel drugs. Here, we used microarray and pathway analyses to interrogate TBI-induced gene expression in the rat hippocampus and cortex at several acute, subchronic and chronic intervals (24 hours, 2 weeks, 1, 2, 3, 6 and 12 months) after parasagittal fluid percussion injury. We used Ingenuity pathway analysis (IPA) and Gene Ontology enrichment analysis to identify significantly expressed genes and prominent cell signaling pathways that are dysregulated weeks to months after TBI and potentially amenable to therapeutic modulation. We noted long-term, coordinated changes in expression of genes belonging to canonical pathways associated with the innate immune response (i.e., NF-κB signaling, NFAT signaling, Complement System, Acute Phase Response, Toll-like receptor signaling, and Neuroinflammatory signaling). Bioinformatic analysis suggested that dysregulation of these immune mediators—many are key hub genes—would compromise multiple cell signaling pathways essential for homeostatic brain function, particularly those involved in cell survival and neuroplasticity. Importantly, the temporal profile of beneficial and maladaptive immunoregulatory genes in the weeks to months after the initial TBI suggests wider therapeutic windows than previously indicated.

## Introduction

There is a singular disquieting fact about traumatic brain injury (TBI); thus far, all successful preclinical studies have failed to translate [1, 2], indicating a serious disconnect between bench and bedside. The lack of approved treatments for TBI’s degenerative effects and the knowledge that TBI can be incurred by individuals at any time should be troubling to all. As one of the major causes of mortality and disability across all age groups in all countries, a recent review in the Lancet suggests that the world-wide incidence is estimated to be over 50 million cases a year with a cost to the global economy of approximately $400 billion a year [3]. It is imperative that we identify underlying pathogenic mechanisms that may be targeted with existing or novel drugs.

Another reason for urgency in identifying long-term pathogenic mechanisms is that TBI increases the risk of dementia later in life [4]. In a nationwide cohort study of several hundred thousand TBI survivors and controls in Sweden, the authors reported a time- and dose-dependent risk of developing dementia more than 30 years after TBI [5]. TBI is a risk factor for all neurological disorders associated with dementia such as Alzheimer’s, Parkinson’s and Huntington’s diseases [6] as well as Chronic Traumatic Encephalopathy [7] and psychiatric disorders such as depression [8]. Altogether, these chronic brain disorders represent some of the greatest threats to human health worldwide [9]. However, despite well documented lifelong deficits [10] and evidence for long lasting pathological changes after TBI [11], with few exceptions [12], there is a notable lack of studies on the molecular mechanisms of chronic neurodegeneration in animal models. Given that progressive neurodegeneration is the common factor across most human brain diseases, identifying the causal mechanisms in TBI would have major implications for the treatment of all these brain disorders.

While acknowledging the dismal state of TBI therapeutics, how do we address this challenge and provide hope for existing TBI survivors? What are the endogenous deleterious and protective signals in the injured brain that could be therapeutically targeted with currently approved drugs to improve recovery and functional outcome after TBI? Is it too late, or are there wider therapeutic windows that provide hope for current chronic TBI survivors? As part of a larger project documenting proteomic, histological, behavioral [13] and genomic changes occurring across five acute and chronic post-injury intervals (24 hours, 2 weeks, 3, 6 and 12 months post-TBI) in a rat model of TBI, we sought answers to these questions by analyzing the acute and chronic TBI-induced transcriptional profiles of two functionally connected brain regions—the hippocampus and cortex—that are associated with learning and memory and executive function [14–16].

Our previous studies [17, 18] led us to hypothesize that persistent injury-induced genomic changes in key hub genes belonging to essential cell signaling pathways contribute to long-term neurodegeneration. We recognized that there are clinically used drugs known to target some of these dysregulated signaling pathways. In this study, we found prominent dysregulation of several disease-associated canonical pathways in both hippocampus and cortex; notably, we have evidence of chronic dysregulation of pathways essential for cell survival, neuroplasticity and protein homeostasis (proteostasis) [19]. As our focus was identifying potentially druggable pathways, and there are multiple drugs that target inflammatory signaling, we noted with great interest that in both brain regions, genes in inflammatory and cell death pathways are acutely and chronically dysregulated after TBI.

## Materials and methods

### Animals

Adult, male Sprague-Dawley rats (250 g–300 g) from vendor Charles Rivers (Portland, Maine) were housed two per cage with food and water *ad libitum* in a vivarium with these constant conditions: light cycle (6: 00–18: 00) temperature (21°C–23°C), and humidity (40%–50%). All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Texas Medical Branch, Galveston, Texas and conducted according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals (8^th^ edition, National Research Council). For each post-TBI interval, we analyzed gene expression in hippocampus and cortex of four naïve, four sham-injured and four TBI rats; thus, 84 rats were used for microarray and PCR array analysis.

### Surgical preparation

Rats were anesthetized with isoflurane in an anesthetic chamber, intubated, and mechanically ventilated with 1.5%-2.0% isoflurane in O_2_: room air (70:30) using a volume ventilator (EDCO Scientific, Chapel Hill, NC). Rats were prepared for parasagittal fluid-percussion injury (FPI) as previously described [17, 20]. Surgical preparation of sham-injured and TBI rats was identical except for the injury. Rats were placed in a stereotaxic head frame and the scalp was sagittaly incised. A 4.0 mm diameter hole was trephined into the skull 2.0 mm to the right of the sagittal suture and midway between lambda and bregma. A modified Luerlok syringe hub was placed over the exposed dura, bonded in place with cyanoacrylic adhesive and covered with dental acrylic. Isoflurane was discontinued; rats were connected to the fluid-percussion trauma device and immediately after the return of a withdrawal reflex to paw pinch a severe (2.3 atm) FPI; was administered. After FPI or sham injury, rats were disconnected from the fluid-percussion device and the time to right (the righting reflex) was measured. Rats were then placed back on isoflurane (2%), wound sites were infused with bupivicaine and sutured with prolene. Isoflurane was discontinued and the rats were extubated and allowed to recover in a warm, humidified incubator.

### Microdissection of hippocampus and cortex

Tissue dissections were performed using sterile, RNase-treated iris tissue forceps. The two cerebral hemispheres of the cortex were opened along the cerebral longitudinal fissure and separated with the forceps to expose the hippocampus. Each hippocampus was individually separated from the cortex and midbrain using the same Iris tissue forceps and each were placed into separate sterile Eppendorf tubes containing RNA*later* (ThermoFisher) and stored at 4°C or placed into separate empty sterile Eppendorf tubes and fresh frozen on dry ice for 3–5 minutes. After retrieval of the hippocampi, a small “snip” of cortex near the injury site was excised using the Iris forceps and placed into separate sterile Eppendorf tubes containing RNA*later* (ThermoFisher) and stored at 4°C or placed into separate empty sterile Eppendorf tubes and fresh frozen on dry ice for 3–5 minutes.

### Microarray analysis

Microdissected hippocampal and cortical tissue, collected at 24 hours, 2 weeks, 3, 6 and 12 months after FPI, were placed in a 1 ml tube and stored in RNA*later* (Ambion, Thermo Fisher) at 4°C. Tissue was shipped to GenUs Biosystems (Northbrook, IL) for microarray analysis. We have a long standing collaboration with GenUs scientists, who participated in the first MicroArray Quality Control (MAQC) study that demonstrated the inter- and intraplatform reproducibility of gene expression measurements [21]. Thus, our microarray procedures follow the recommended guidelines of the first and second MAQC studies [21, 22]. RNA was extracted and purified using Ribopure (Ambion), and total RNA samples were quantified by UV spectrophotometry (OD260/280). The concentration and quality of total RNA was assessed using an Agilent Bioanalyzer with the RNA6000 Pico Lab Chip (Agilent Technologies). First and second strand cDNA was prepared from the total RNA samples. Complementary RNA (cRNA) targets were prepared from the DNA template and verified on the Agilent Bioanalyzer. 1 μg of purified cRNA was fragmented to uniform size and hybridized to Agilent Rat GE 8x60K arrays (028279). Agilent Whole Rat Genome microarrays are comprised of approximately 41,000 60-mer probes designed to conserved exons across the transcripts of targeted genes. These probes represent well annotated, full length and partial human gene sequences from major public databases. Arrays were hybridized at 65°C for 17 hours in a rotating incubator and washed at 37°C for one minute. After staining with Streptavidin-Alexa555, rinsed and dried, arrays were scanned with an Agilent G2565 Microarray Scanner (Agilent Technologies, Santa Clara, CA) at 5 μm resolution. Agilent Feature Extraction software was used to process the scanned images from arrays (gridding and feature intensity extraction) and the data generated for each probe on the array was analyzed with GeneSpring GX v7.3.1 software (Agilent Technologies, Santa Clara, CA). To compare individual expression values across arrays, raw intensity data from each gene was normalized to the median intensity of the array. Genes were removed for further analysis if at least one replicate sample was not above background intensity. Further filtering was performed to only include genes whose values were within 50% for biological replicate samples.

### Bioinformatic analyses with Ingenuity pathway analysis, gene ontology, and Qlucore Omics Explorer

The filtered gene list was queried for genes differentially expressed (fold-change ≥1.4) in TBI relative to sham treatment. Statistically significant gene expression data (p < 0.05) from the GeneSpring analysis were uploaded into Ingenuity Pathway Analysis (IPA) software (QIAGEN). Core expression analysis was performed for genes 24 hours, 2 weeks, 3, 6, and 12 months post-injury, to identify critical canonical pathways in which genes were enriched and upstream genes that could potentially be master regulators. P-values were calculated based on a Fisher's Exact Test by considering the number of genes that comprised a given process or pathway within our dataset and the number known to be associated with that process in IPA's reference set. The more genes that overlapped in our dataset with the reference set, the more likely the association was not due to random chance. Thus, significant canonical pathways represent processes with an over representation of focus genes from our dataset greater than were expected to show up by chance. Gene Ontology enrichment analysis was used to identify top biological processes associated with differentially expressed genes at each post-injury interval. Qlucore Omics Explorer (QOE, Qlucore, Lund, Sweden), a bioinformatics software platform (based on R) that allows a dynamic and interactive visualization of multivariate data by projecting high dimensional data down to lower dimensions, was used for principal component analysis. Microarray data have been deposited for public access in the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE111452.

### Quantitative real-time PCR validation of microarray results

For validation of gene expression from 24 h, 2 wk, 3 mo, 6 mo, and 1 year microarray results, qRT-PCR was completed using total RNA isolated at GenUs Biosystems. For each post-injury interval, 10–20 differentially expressed genes from the microarray analysis were selected based on the IPA analysis. Total RNA (500 ng) was reversed-transcribed using the High Capacity Kit (Applied Biosystems) following manufacturer’s protocols. Q-PCR was performed on a Roche Light Cycler 96 using Taqman probes (Applied Biosystems) following manufacturer’s protocols. All data collected was analyzed using the Roche light cycler software, a data analysis tool for sample comparison using the ΔΔCT method for calculating the relative quantification of gene expression.

### 1 month and 2 month hippocampal and cortex 96 well custom qPCR arrays

#### RNA isolation, cDNA synthesis and qPCR

For custom qPCR array analysis of one and two month post-TBI rat brains, total RNA was isolated from microdissected hippocampal and cortex tissue using Trizol (Invitrogen) according to manufacturer’s protocol and DNase treated for 30 min at 37°C using Turbo DNase (Ambion). Total RNA (700 ng) was reverse transcribed using the iScript Reverse Transcription Kit (Bio-Rad) according to manufacturer’s protocol. QPCR was performed on a CFX384 Real-Time System (Bio-Rad) using a Sybr-green 384 well custom PCR array plate containing 4 individual 96-well gene groups (86 selected genes, 5 endogenous control genes, 5 plate controls). The thermo-profile cycling protocol: 2 min @ 95C for 1 cycle, 5 sec @ 95°C and 30 sec @ 60°C for 45 cycles and a melt curve 5 sec/step @ 65°C to 95°C for 1 cycle was used to run PCR plates. Data was collected and imported into the CFX Manager PrimePCR analysis software. Data was normalized to 5 endogenous control genes (Actb, Hprt1, Ldna, Rpl13a, and Rplp1) and PrimePCR plate controls were analyzed to verify RNA quality and to test performance of reactions. The ΔΔCT method for calculating the relative quantification of gene expression was used to calculate fold changes comparing sham and TBI groups to naïve groups. We previously employed a similar experimental design using pathway-specific PCR arrays to analyze gene expression in laser captured dying and surviving neurons [23].

### Experimental design and statistical analysis

The microarray analysis was initially performed on microdissected rat hippocampal and frontal cortex tissues from post-TBI intervals 24 hr, 2 weeks, 3, 6 and 12 months (Fig 1). To fill in gaps in gene expression between 2 weeks and 3 months, custom PCR array analysis was subsequently performed with microdissected hippocampal and cortex tissues collected from rats one and two months post-TBI. Microarray and PCR arrays for each post-injury interval were performed with four independent biological replicates each for naïve controls, sham-injured controls and TBI.

**Fig 1:**
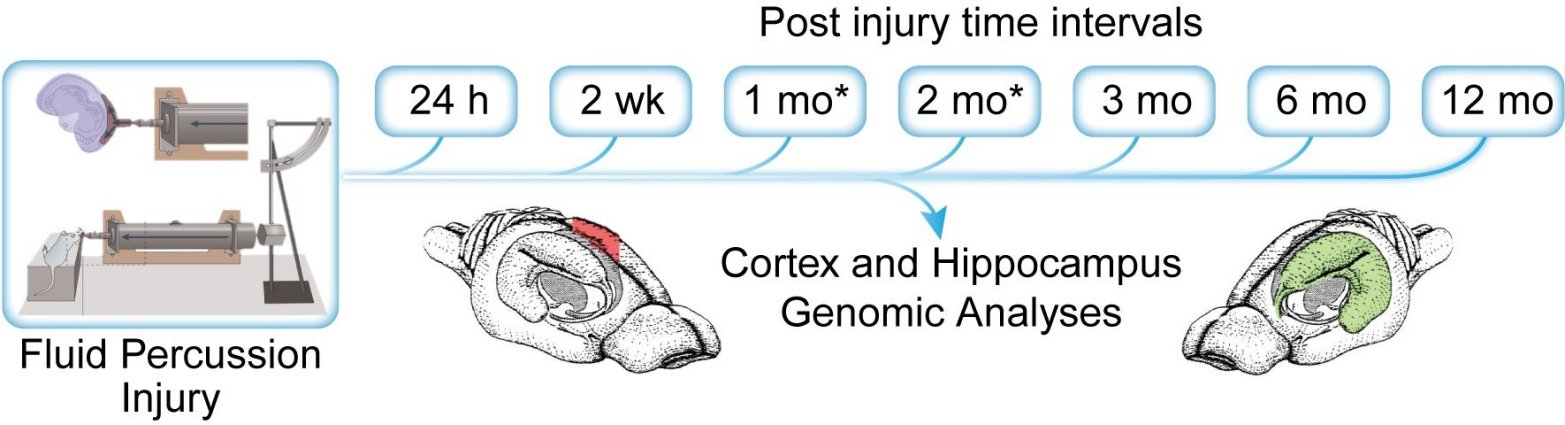
Schematic of experimental design. Rats were subjected to fluid percussion injury (FPI) and survived for 24 hours, 2 weeks, 3 month, 6 month, and 12 months. At the time of sacrifice, whole hippocampal and cortex tissue (beneath the injury site) were manually dissected and stored in *RNALater* at 4° C until processed for genomic analysis. (* 1 and 2 month time points were subsequently added to the experimental design after the initial analysis was completed for animals survived up to 1 year post-FPI).

For statistical analysis of qPCR validation experiments, a Mann-Whitney test was performed to compare differences between Sham and TBI (p<0.05). For one and two months PCR arrays, normalized expression values were log transformed to distribute data normally. A one-way ANOVA was performed on each gene. A Benjamini-Hochberg (BH) correction test was run and a Tukey’s post hoc test was performed on the genes that had a BH q-value of <0.05.

## Results

### Experimental design of microarray and custom PCR array analyses

The model of parasagittal fluid-percussion injury (FPI) used in our studies recapitulates many important, clinically relevant hallmarks of human TBI [24] and has been shown by our group to produce measurable neurobehavioral deficits up to 12 months after injury [25]. Our original experimental design involved whole genome microarray analysis of microdissected rat hippocampal and frontal cortex tissues from post-TBI intervals 24 hr, 2 weeks, 3, 6 and 12 months (Fig 1). 

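Hippocampal and cortical RNA of single rats was hybridized with 1 dye to Agilent rat arrays, and 113 arrays were deposited. For each tissue and post-injury interval there are 4 naive, 4 sham-injured and 4 TBI rats, except that the hippocampus at 24 hr has 2 sham arrays, 3 TBI arrays and no naive array. The hippocampal arrays of 24 hr and 3 months (17 arrays) carry 30367 different probes and the other 96 arrays carry 45598, of which 19277 are on both designs. The RefSeq identifiers deposited with the arrays, joined to a RefSeq gene table, name 61.9% of the probes of the smaller design and 46.5% of those of the larger one. A gene is named below by its symbol, and the other probes were tested without a name. As the measure of depth, the scanner software's call of a probe as well above background was used. Between 41.2% and 93.0% of the probes of an array were well above background (median 56.0%). The groups' medians lay between 50.2% and 57.8% for naive rats, between 48.9% and 59.8% for sham rats and between 53.7% and 60.8% for TBI rats. Cortex sham rats at 2 weeks, with 42.3% to 93.0%, and hippocampus naive rats at 6 months, with 41.2% to 72.4%, spread most. No probe was saturated. With 2 to 4 arrays per group, their number limits the precision. The arrays came from 15 slides scanned on 6 days. TBI and sham arrays shared a slide for the hippocampus at 2 weeks, 3 months and 12 months and for the cortex at 3 and 12 months. At the other intervals TBI and sham arrays lay on different slides, so that slide and injury cannot be told apart there, and the hippocampus sham arrays of 24 hr were scanned on another day as well. The authors deposited the spot intensities of every array and a table in which each array's intensities are divided by 1 constant, with a lowest value of 0.01. Here the background-subtracted intensity of each probe was taken as log2 and centred on the median of its array. Probes well above background in every array of at least 1 of the 2 groups compared were tested with limma, with the 3 groups of a tissue and interval in 1 model, and p-values were adjusted by the Benjamini-Hochberg method.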

Subsequent analysis indicated a need for data from one and two months for validation of earlier (24 hr and 2 week) gene expression trends identified in our initial data analyses. Thus, the one and two month TBI rat experiments were performed a year after the original set of experimental rats and selected gene expression changes were assessed using custom PCR arrays comprised of biologically relevant genes derived from bioinformatics analysis of our microarray data. For the following description of our findings, descriptions of the bioinformatics analyses methods are confined to specific applications in IPA or QOE.

### Temporal gene expression profiling shows that injury-induced genomic changes persist up to a year after TBI

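The naive rats of each interval were also compared with the sham rats of that interval. In the hippocampus, 2131 of 23758 probes differed between sham and naive rats at 2 weeks at an adjusted p under 0.05, 744 at 6 months and 786 at 12 months. At 3 months limma called 0, and 962 probes had an unadjusted p under 0.05. No naive array of the hippocampus at 24 hr was deposited, so this interval has no naive reference. In the cortex, 4583 of 23809 probes differed at 24 hr, 4356 of them lower in sham rats, 86 at 3 months and 1097 at 12 months. Here limma called 0 probes at 2 weeks and 0 at 6 months, where 11 and 1556 had an unadjusted p under 0.05. The count at 24 hr fell to 414 when each array was scaled to its 75th percentile, and that at 6 months in the hippocampus rose to 3840. Sham and naive arrays shared a slide for the cortex at 24 hr, 2 weeks and 6 months and for the hippocampus at 6 months only.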

Agilent microarray gene expression data for sham and TBI were normalized to the mean expression of the time/age-specific naïve samples. For clarity and to illustrate temporal gene expression (GE) patterns in the TBI groups, hierarchical clustering heatmaps were generated to show post-injury interval-specific GE across all hippocampus (Fig 2A) and cortex samples (Fig 2B). Hierarchical clustering, which groups genes with similar transcriptional profiles into clusters, revealed that temporal hippocampal GE profiles reflect the post-TBI survival time of each animal cohort and the trends are similar in the cortex except that 6 month GE profiles appear closer to 2 week profiles. 

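Each TBI array was set against the naive mean of its tissue and interval, and the resulting profiles were correlated across the probes that every interval has in common. Over 12827 probes in the hippocampus, profiles of the same interval correlated at a mean of 0.434 and profiles of different intervals at 0.0593. The hippocampus at 24 hr could not enter, since it has no naive rats. Over 26328 probes in the cortex the means were 0.505 within and 0.0637 between the 5 intervals. Profiles that share a naive mean also share its error, and in 20 simulated sets without any change the within-interval correlation exceeded the other by 0.202 in the hippocampus and 0.201 in the cortex, against 0.375 and 0.441 observed. Sham profiles built in the same way gave differences of 0.402 and 0.313. The reference moved these values most. With the mean of all arrays of the tissue in place of the naive mean, the differences were 0.643 in the hippocampus and 0.403 in the cortex, and with the sham mean of the interval 0.329 and 0.341. With the mean of all arrays of the interval, a reference chosen after seeing the data, they were 0.0288 and 0.102. These references also let the hippocampus at 24 hr enter, and its other array design with it. The mean TBI profile of the cortex at 6 months correlated at 0.324 with that of 24 hr, across probes, and at 0.204 with that of 2 weeks. The naive mean at 2 weeks includes a shifted array, naive replicate 4, and these values were not computed without it. Probes are not independent replicates of one another.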

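At each interval, TBI rats were compared with sham rats of the same interval. In the hippocampus at 24 hr, 2260 of 16735 probes passed an adjusted p of 0.05, of which 928 were higher and 1332 lower after TBI. At 2 weeks 582 of 25065 probes passed, 259 higher and 323 lower. That balance depends on scaling: the 75th percentile gave 385 higher and 70 lower, quantile normalization 332 and 76, and the authors' values 380 and 77. Normexp background correction, chosen after seeing the data, turned the balance at 24 hr as well, to 2402 higher and 1078 lower. There were 2 such probes at 3 months, both lower, and 3 at 6 months, all higher. At 12 months limma called 0 of 25351, with 3687 probes at an unadjusted p under 0.05. In the cortex, 56 of 25864 probes passed at 24 hr, 2 of 23578 at 2 weeks and 18 of 24854 at 6 months, and all but 1 of these were higher after TBI. For the cortex at 24 hr the 75th percentile, quantile normalization and the authors' values gave 1 probe each. At 6 months they gave 11 higher and 2 lower, 19 and 3, and 17 and 3. At 3 and 12 months limma called 0 probes of the cortex, with 955 and 1438 probes at an unadjusted p under 0.05, and 0 under each of the other settings tried except with a single array left out, which gave up to 4 and 3 probes. Single arrays decide several of these counts. Without TBI replicate 3 the count in the hippocampus at 2 weeks was 1, and without TBI replicate 2 it was 1087. Without sham replicate 1 the hippocampus at 24 hr gave 511. For the cortex at 24 hr it was 1172 without TBI replicate 3 and 0 without sham replicate 4, and at 6 months 141 without TBI replicate 2 and 4 without TBI replicate 4. Without sham replicate 3, an array with far more probes above background than its group, the cortex at 2 weeks gave 510. Of the other settings, testing every probe without a filter moved the counts most, to 0 for the hippocampus and 9659 for the cortex at 24 hr. Among probes measured at both intervals and past the paper's thresholds of fold change and unadjusted p, 294 were shared by 24 hr and 2 weeks in the hippocampus, where chance gives 106, and 499 in the cortex, where chance gives 87.0. In the cortex 24 hr and 6 months shared 252, where chance gives 86.8, with 226 higher and 17 lower at both. For 2 weeks and 6 months the cortex shared 183, where chance gives 28.3, with 182 higher at both. The hippocampus shared 80 there, where chance gives 21.25, with 54 higher and 3 lower at both. Chance here takes probes as independent. Of the cortex probes that passed at 2 weeks, 947 of 953 were higher, so their direction was nearly fixed in advance. For 24 hr and 12 months the cortex shared 49, where chance gives 31.6, with 3 higher and 5 lower. Between 6 and 12 months the hippocampus shared 75 and the cortex 42, where chance gives 20.0 and 11.1. Of these, 4 were higher and 7 lower at both intervals in the hippocampus, and 2 and 2 in the cortex, so that most changed in opposite directions, and the changes across all probes correlated at -0.23 and -0.14.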

The majority of injury-induced changes occur within the first 24 hours to two weeks but some genes or the cellular pathways comprised of these genes remain dysregulated up to 12 months. The heatmaps also show that the temporal hippocampal and cortex expression profiles are distinct, reflecting differences in TBI-induced gene expression in these two functionally connected brain regions that subserve different as well as common cognitive domains [26, 27].

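The TBI effects of both tissues were set side by side at each interval, over the probes on both designs. Across 11458 probes at 24 hr, the log2 fold changes of hippocampus and cortex correlated at r = 0.61, and 719 probes passed the fold and unadjusted p thresholds in both tissues, where chance gives 278. Of these, 94.2% changed in the same direction. At 2 weeks 521 probes passed in both tissues, where chance gives 39.7, and 99.6% had the same direction (r = 0.32). The values were 141 probes and 96.5% at 6 months (r = 0.45). At 3 and 12 months 17 and 23 probes were shared, where chance gives 3.96 and 12.7, with r of 0.07 and 0.08. Chance here takes probes as independent, so an excess alone does not show a shared response. In the cortex at 2 weeks 947 of the 953 probes that passed were higher. The median of all probes was raised by 0.95 there, with sham replicate 3 among the arrays, so that direction was nearly fixed in advance. The difference between the tissues was tested as an interaction. At 24 hr, 315 of 13285 probes had a TBI effect that differed between the tissues at an adjusted p under 0.05, and 287 of them were lower in the hippocampus. With replicates of the same number within each tissue as a block this count was 4, and with hippocampus sham replicate 2 left out it was 104. At 6 months 1 probe of 25006 differed, for Folr1, with 839 at an unadjusted p under 0.05 in limma. The count was 0 in 12 of 16 runs with an array left out and with replicates as a block, and without hippocampus sham replicate 3 it was 3. At 2 weeks, 3 months and 12 months limma called 0 probes, with 442, 331 and 2820 at an unadjusted p under 0.05, and without cortex sham replicate 3 it called 19 at 2 weeks. The paper reasons from the distinct heatmaps that TBI-induced expression differs between both brain regions.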

**Fig 2:**
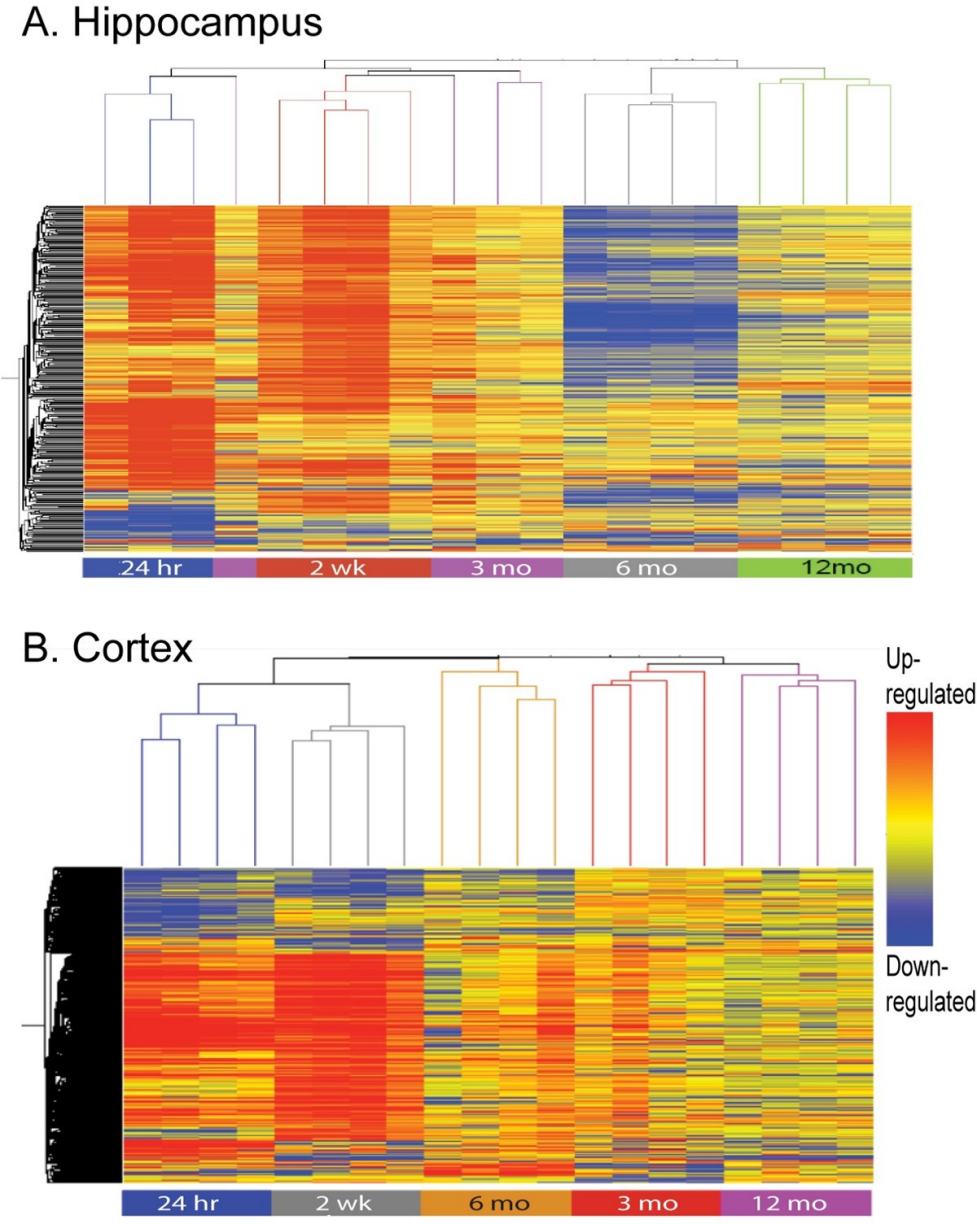
Hierarchical clustering of acute, subchronic and chronic gene expression after traumatic brain injury. Heatmaps of temporal (24 hour, 2 week, 3, 6,12 months) gene expression profiles of rat hippocampus (A) and cortex (B) after fluid percussion injury reflect the post-injury intervals.

Qlucore Omics Explorer is a data analysis tool that combines powerful statistical and mathematical tools with instant visualization of large datasets with dimension reduction. The instant, interactive principal component analysis (PCA)- a data dimension reduction technique that allows visualization of high-dimensional, multivariate data without the loss of more information than necessary- performed in QOE is an unsupervised (i.e. no information about the experimental groups is used in the analysis) approach that is well suited for this time series gene expression study. 

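The share of the variance between all arrays of a pair of groups that lies between TBI and sham was computed over every tested probe and compared with all other ways of splitting the same arrays (exact permutation test). It was 31.3% for the hippocampus at 2 weeks, 27.9% for the cortex at 24 hr and 16.7% for the cortex at 2 weeks, each with an exact p of 0.0286, which is the smallest p that 4 arrays against 4 allow. The hippocampus at 24 hr gave 65.9% (exact p = 0.1, the smallest that 2 against 3 allow). For the hippocampus at 6 and 12 months the shares were 21.1% and 24.7%, both with an exact p of 0.0571, and for the cortex at 6 and 12 months 21.0% and 17.2%, with exact p of 0.0857 and 0.114. At 3 months the hippocampus gave 13.2% (exact p = 0.6) and the cortex 12.6% (exact p = 0.743), near the medians of the other splits of 14.2% and 14.4%. Leaving out the filter on dim probes moved the share of the hippocampus at 2 weeks most, to 13.6%. In the cortex at 2 weeks the share was 44.3% without sham replicate 3.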

Principle component analysis of hippocampal and cortical GE data shows that at each post-injury interval and as long as one year after injury, the TBI rats were clearly distinguishable from sham-injured controls (Fig 3A and Fig 3B; PCA plots of post-injury intervals 24 hr– 6 months for hippocampus and cortex are shown in Supporting Information, S1 Fig and S2 Fig). 

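Probes that separate TBI from sham rats at 12 months were chosen at an unadjusted p under 0.001. This gave 99 probes in the hippocampus, whose top 3 principal components held 91.5% of their variance, and 17 probes in the cortex, whose top 3 held 92.6%. Over all tested probes, the top 3 components held 64.9% and 57.8%. Probes chosen in the same way for other splits of the same 8 arrays, which ignore the injury, gave medians of 95.6% and 92.9%, and 27 of 35 splits in the hippocampus and 20 of 35 in the cortex reached the observed share. The other splits chose a median of 8 probes in the hippocampus and 13.5 in the cortex. The threshold for choosing probes moved the share most: at an unadjusted p under 0.01 it was 87.6% in the hippocampus and 83.3% in the cortex.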

For the one year post-injury hippocampal and cortical data, the heatmaps display the differentially expressed genes that discriminate sham from the TBI groups in the PCA plots; the top three principal components shown in Fig 3A and Fig 3B capture 98% or 96%, respectively, of the variance in the GE data that separates the sham from TBI rats. Since a significant proportion of genes expressed in the mammalian brain are functionally enigmatic and lack annotation [28], it was not altogether surprising to find that some of the discriminating, significantly expressed genes (marked with asterisk in Fig 3 heatmaps) were unknown. For the rest, *in silico* analysis showed that the genes that distinguished sham from TBI rats were associated primarily with immune response, synaptic function and proteostasis and all annotated genes are known to be essential for normal homeostatic brain function [29].

**Fig 3:**
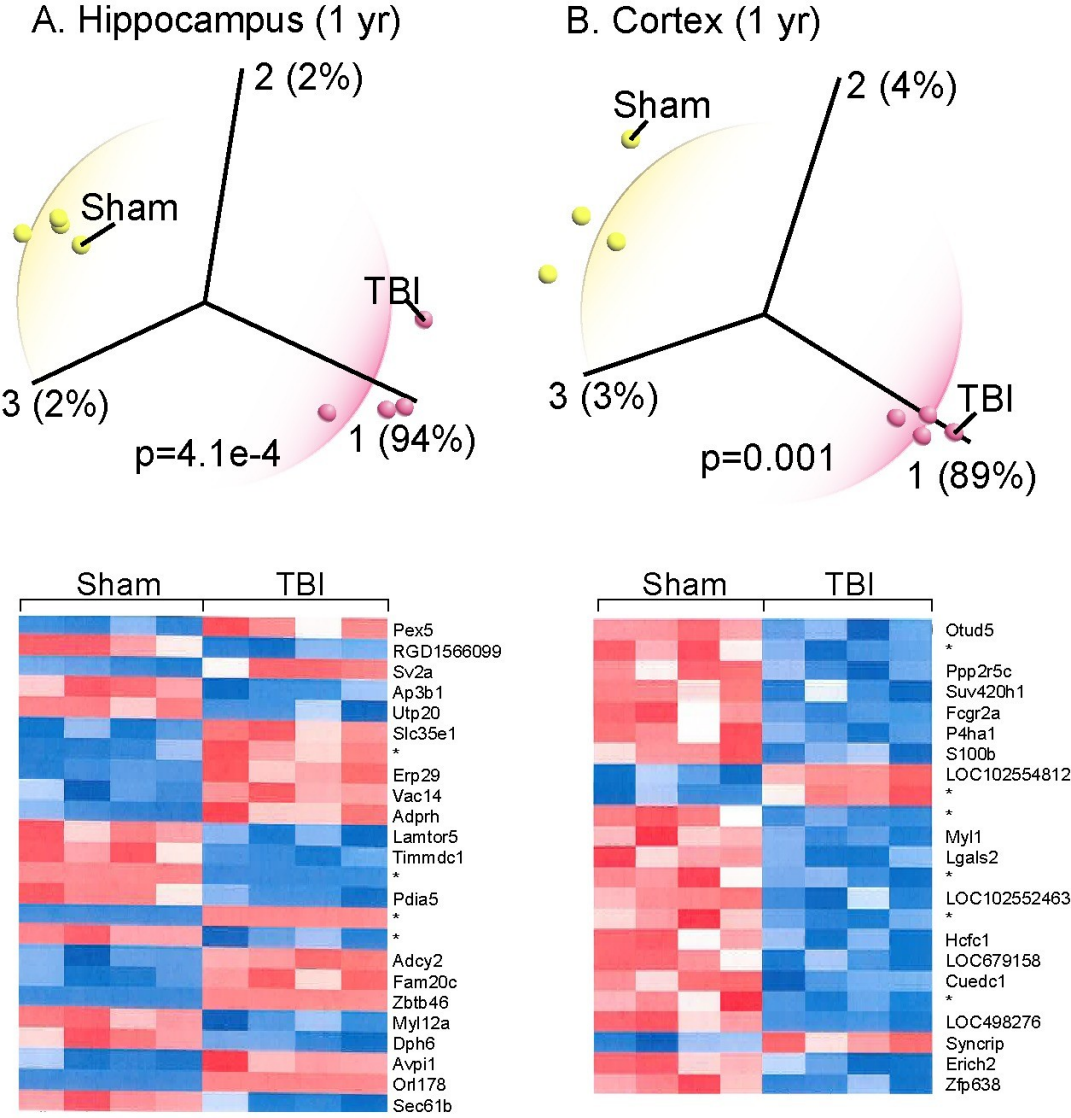
Prinicipal component analysis (PCA) of chronic gene expression one year post-TBI. Qlucore Omics Explorer was used to generate the PCA plots and heatmaps displaying genes that distinguish TBI from sham controls in the hippocampus (A) and cortex (B) at one year post-TBI. Annotated genes are associated with metabolism, synaptic function and proteostasis. Discriminating genes that are significantly differentially expressed but lack annotation (i.e. unknown and uncharacterized) are marked with an asterisk (*).

### Ingenuity pathway analysis provides key insights into biological mechanisms of acute, subchronic and chronic gene expression

To gain mechanistic insights into the acute, subchronic and chronic gene expression changes after TBI, we performed bioinformatic analysis using IPA to interrogate and infer the biological relevance of perturbed gene networks. Using IPA facilitates a systems biology approach [30, 31] that has allowed us to interrogate functional gene networks rather than individual genes in isolation [17, 18, 32]. 

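At a fold change of at least 1.4 and an unadjusted p under 0.05, probes with a gene name covered 2494 genes in the hippocampus at 24 hr, 642 at 2 weeks, 164 at 3 months, 281 at 6 months and 545 at 12 months. In the cortex they covered 1543, 582, 362, 493 and 183 genes at the same intervals. Counted as probes, 4157 passed in the hippocampus at 24 hr and 2670 in the cortex, of which 2341 were higher after TBI. For the hippocampus at 2 weeks 680 of 1140 probes were higher, and for the cortex at 2 weeks 947 of 953. The median of all probes in that last comparison was itself 0.95 higher on the log2 scale in TBI rats, and by the authors' values 382 of 1767 were higher. At 3 months 198 of 262 probes were lower in the hippocampus, whereas 146 of 214 were higher with the 75th percentile and 176 of 230 by the authors' values. In the other direction, at 6 months 421 of 563 were higher in the hippocampus and 832 of 983 in the cortex. At 12 months 772 of 1147 were lower in the hippocampus and 359 of 393 in the cortex. These balances depend on scaling. By the 75th percentile, the probes that were higher were 1164 of 2081 for the cortex at 24 hr, 890 of 1055 and 1263 of 2034 for hippocampus and cortex at 2 weeks, 269 of 419 and 618 of 828 at 6 months, and 513 of 1040 and 59 of 275 at 12 months. Quantile normalization gave 1539 of 2176 for the cortex at 24 hr, 764 of 1056 and 1115 of 1528 at 2 weeks, and for the hippocampus 112 of 209 at 3 months and 472 of 1022 at 12 months. The authors' values gave 1182 of 2087 for the cortex at 24 hr, 891 of 1062 for the hippocampus at 2 weeks, and 480 of 1048 and 60 of 276 at 12 months. The same arrays split without regard to injury gave up to 1261 probes in the hippocampus and up to 751 in the cortex at 12 months, and up to 1296 and 2851 at 3 months. At 24 hr and 2 weeks no other split of the arrays passed as many probes as the real one in either tissue.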

Genes imported into IPA had a stringency filter set for statistically significant genes (absolute fold-change >1.4, *p*-value ≤ 0.05) from across all time points in the ipsilateral hippocampus and cortex in TBI vs sham-injured controls. Biologically relevant changes were assessed in IPA through core expression analysis done for each set of filtered genes, at each discrete time point. The top 25 canonical pathways (CPs) at 24 hr for hippocampus and cortex are shown (Fig 4A and Fig 4B. Genes from all significant CPs and from each respective post-injury interval are listed in Supporting Information S1 File for hippocampus and S2 File for cortex); the greater the numbers of genes above the threshold in each pathway, there is a greater likelihood that the representative cell signaling pathway is functionally relevant to TBI pathogenesis. These analyses revealed sets of genes within and across time points in hippocampal and cortical tissue that were highly enriched in immune-related function and cell survival related canonical pathways.

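Lists of genes for immune and other functions were tested as sets with camera, and each list's median log2 fold change is given minus the median of all tested genes. In the hippocampus at 24 hr, 2 weeks, 3 months and 6 months, 11 lists passed an adjusted p of 0.05 at each interval, of 22 lists tested (20 at 3 months). In the cortex 14, 12, 7 and 11 of 22 passed at these intervals. At 12 months 4 lists passed in the hippocampus and 5 in the cortex. With fry, which estimates the correlation between genes from the arrays, 4 lists passed for the hippocampus at 2 weeks (MHC class 2, microglia and macrophage, neuron and synapse, and axon guidance, the last of which camera did not call), 2 for the cortex at 24 hr (T cell, and hypoxia, which camera did not call) and 2 for the cortex at 6 months (acute phase and choroid plexus), and 0 at the other intervals. The microglia and macrophage list was higher after TBI by 0.70 in the hippocampus at 24 hr, 1.1 at 2 weeks, 0.28 at 3 months and 0.27 at 6 months. In the cortex it was higher by 0.60, 1.66, 0.23 and 0.36. All 8 of these had an adjusted p under 0.05. Over the list alone 18 of its 19 genes passed an adjusted p of 0.05 for the hippocampus at 2 weeks, and 17 passed over all genes. The calls over all genes depend on TBI replicate 3, without which nearly no probe of that comparison was called. The comparison had 582 called probes, against 24 with replicates of the same number as a block and 5 with only the 2 groups fitted.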

**Fig 4:**
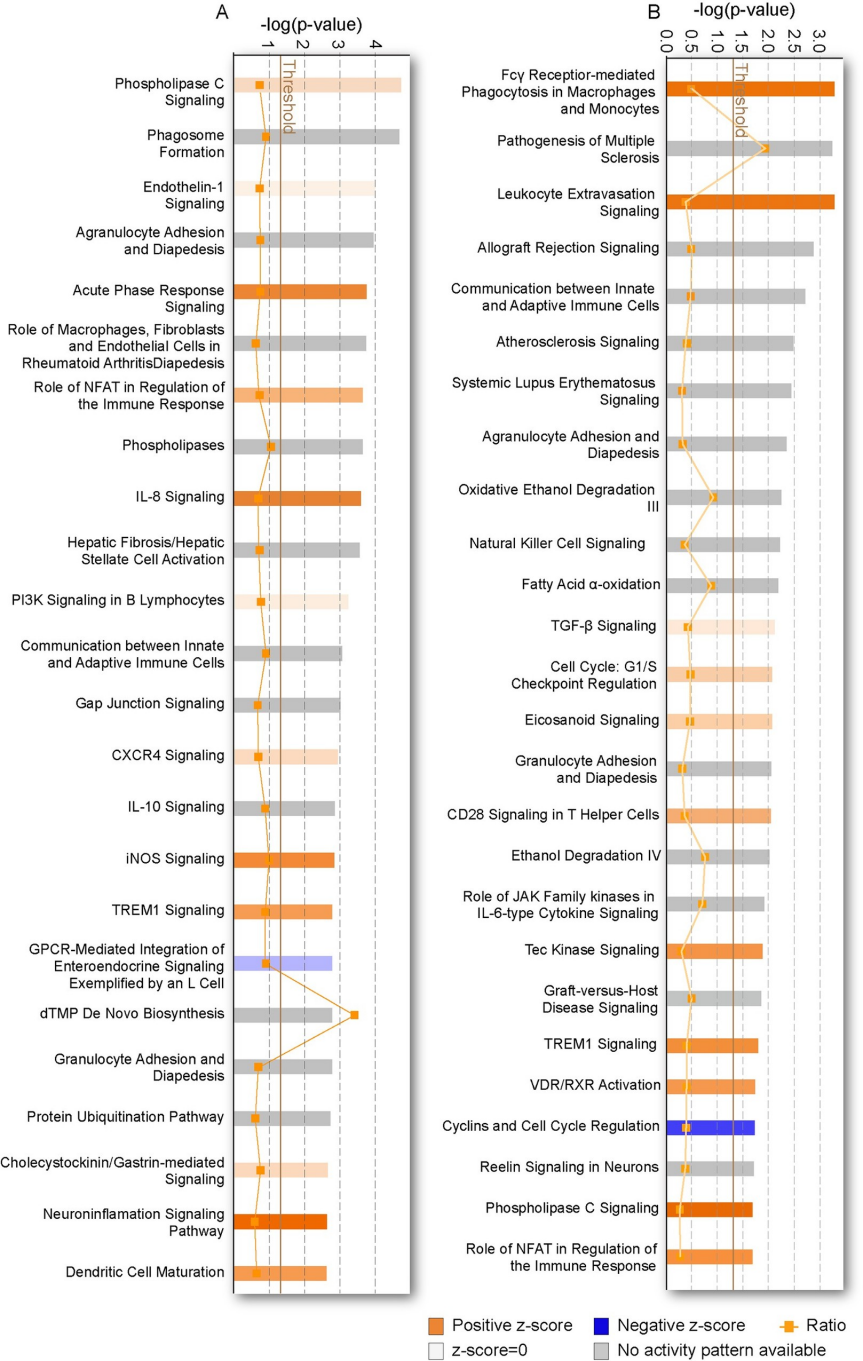
Ingenuity pathway canonical pathway analysis. Genes in the top 25 canonical pathways (complete list of pathways are shown in S1 File and S2 File) in the hippocampus (A) and cortex (B) at 24 hours post-TBI are prominently associated with inflammation and other immune related functions. Threshold indicates minimum significance level [–log (p-value) from Fisher’s exact test]. Ratio refers to the number of molecules from the dataset that map to the pathway listed divided by the total number of molecules that define the canonical pathway from within the IPA knowledgebase.

In concordance with previous transcriptome profiling studies of TBI in animal models [33, 34], we found that the injured rat hippocampus and cortex shared pathways associated with inflammation and immune response, neuropathic pain, cell death and apoptotic signaling among others. In addition, analysis of significant diseases and functions pathways in IPA which displays predicted cellular processes and biological functions based on the gene expression profiles, showed considerable overlap between the hippocampus and cortex (Fig 5A and Fig 5B, genes from all significant pathways are listed in Supporting Information S3 File and S4 File) but also showed differences that likely reflect the region-specific response to TBI. Again, we found a preponderance of immune-related functions represented by significantly expressed genes.

**Fig 5:**
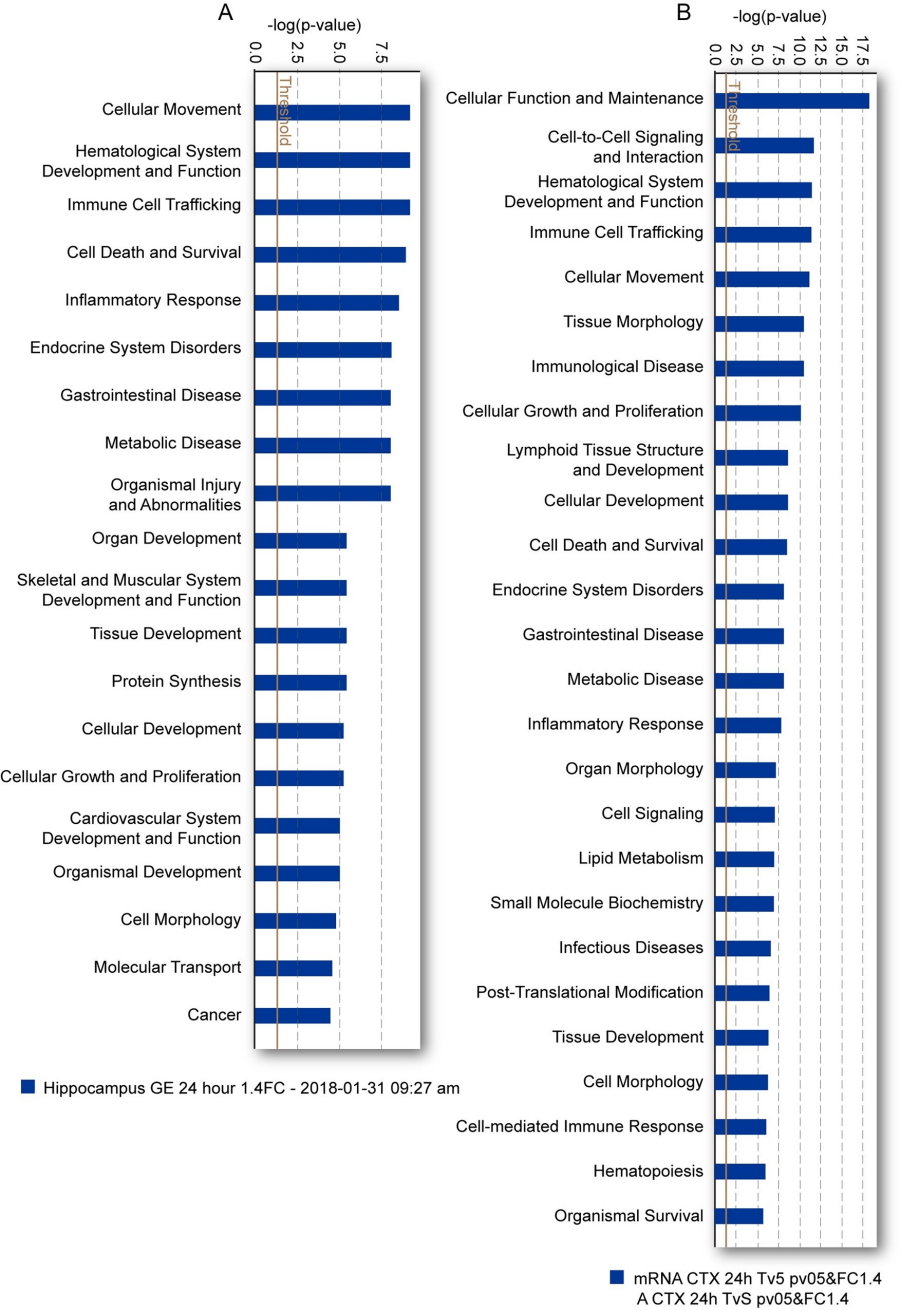
Ingenuity pathway diseases and functions analysis. Genes in the top 25 diseases and functions pathways (complete lists of pathways are shown in S3 File and S4 File) in the hippocampus (A) and cortex (B) at 24 hours post-TBI are prominently associated with inflammation and immune-related functions. Threshold indicates minimum significance level [–log (p-value) from Fisher’s exact test].

Gene Ontology enrichment analysis confirmed that differentially expressed genes in the hippocampus and cortex were significantly enriched in biological processes associated with immune response and inflammatory signaling (Supporting Information S5 File [GO hippocampus] and S6 File [GO cortex]). 

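Counts at the thresholds the paper gives for its gene ontology files, a fold change above 1.5 and an unadjusted p under 0.05, were taken from the same comparisons. For TBI against sham rats, 3404 probes passed in the hippocampus at 24 hr, 796 at 2 weeks, 159 at 3 months, 389 at 6 months and 755 at 12 months. In the cortex 1883, 953, 439, 708 and 246 probes passed. The named genes among them numbered 2029 in the hippocampus and 1090 in the cortex at 24 hr, and 463 and 582 at 2 weeks. As sets of inflammatory genes, the interferon list was higher by 0.85 (adjusted p = 0.000589) in the hippocampus and by 0.63 (adjusted p = 0.000162) in the cortex at 24 hr. The class 2 MHC list was higher by 1.23 (adjusted p = 0.00692) and 1.02 (adjusted p = 0.0122), with 6 of 6 and 7 of 7 genes higher. Neutrophil genes were higher by 4.00 (adjusted p = 0.000485) and 1.95 (adjusted p = 0.0422). The paper's files list the terms found in an outside ontology, which the deposited arrays do not hold, so term enrichment was not recomputed.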

Overall, our temporal GE data corroborates the findings of acute TBI-induced genomic changes from other studies in rodent models [35] and our recent studies [17] and extends these findings to several subchronic and chronic post-injury intervals.

### Quantitative real time PCR validation of microarray results

Quantitative real-time PCR is an accepted validation tool for confirmation of differentially expressed genes obtained from microarray analysis. QPCR was completed for selected genes (*p*-value ≤ 0.05) that were enriched in canonical pathways relevant to TBI pathophysiology (Supporting Information S3 Fig for hippocampus and S4 Fig for cortex). In the hippocampus, qPCR was performed using TaqMan probes for 46 differentially expressed genes (significantly expressed genes at each post-injury interval were selected) to validate results of the microarray analyses. We confirmed trends in gene expression for 44/46 (95.6%) and found that 61% were significantly different between TBI and sham controls. We also confirmed that a small subset of these genes appeared differentially expressed across other post-injury intervals. In the cortex, qPCR was performed using Taqman probes to 70 differently expressed genes (significant at different post-injury intervals) to validate results of the microarray analyses. We confimed trends in gene expression for 61/70 (87%) and found 41% were significantly different between TBI and sham controls. Variability in qPCR data could be due to factors such as alternative RNA splicing and even with careful consideration of the variability in biological and technical procedures which could affect the correlation of microarray and qPCR data, the best correlation between the two techniques is around 0.8 [36]. Moreover, the original MicroArray Quality Control (MAQC) study (Genus Biosystems scientists were one of the original study groups that contributed to this study, MAQC Consortium, Nature Biotechnology, 2006) showed that at best, there was about 80–90% concordance in results from multiple microarray platforms [21, 22]. Based on these previous reports, we are confident that our qPCR reflects biologically relevant injury-induced gene expression changes. Thus, despite the limited number of biological replicates in our study for each experimental group, our finding that 95.6% and 87% of gene expression trends in the hippocampus and cortex, respectively, could be confirmed by qPCR indicated that microarray results did indeed reflect actual TBI-induced biological differences.

### Post-injury-interval gene expression reflects acute and persistent immune dysregulation

In seeking to derive biologically meaningful gene expression trends across all post-injury intervals, it is helpful to determine what are the shared common features in dysregulated genes that belong to identified pathways. In a recent study, a mathematical framework that was developed to understand the essential parameters in high dimensional gene expression data showed that modularity and low dimensionality which is a feature of this type of data allows an accurate extraction of transcriptional programs [37]; in other words, since a small number of features can accurately represent a signal comprised of a much larger number of features, data analysis tools such as IPA can accurately capture and represent biologically relevant programs from high dimensional microarray data. Across all acute (24 hr), subchronic, (2 weeks) and chronic (3, 6, 12 months) post-injury intervals, we found prominent dysregulation of multiple immune response and inflammatory cell signaling pathways (see Supporting Information S1–S4 Files).

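The paper's pathway files list 118 pathways past the paper's p threshold in the hippocampus at 24 hr, 111 at 2 weeks, 17 at 3 months, 14 at 6 months and 5 at 12 months, and 45, 151, 20, 12 and 29 in the cortex, as the paper's numbers. The genes of those files were looked up in the arrays. At 24 hr 420 of the 547 genes in the hippocampus file were tested, and 387 passed the fold and unadjusted p thresholds here. In the file of the cortex at 2 weeks 407 of 471 genes were tested and 191 passed. At 12 months in the hippocampus 77 genes of 103 were tested and 47 passed, 0 of them at an adjusted p under 0.05 from limma. Reactive astrocyte genes, which mark the glial reaction to injury, were higher by 2.77 (adjusted p = 4.43e-10) at 24 hr and by 0.42 (adjusted p = 1.93e-09) at 6 months in the hippocampus. At 12 months the same list was higher by 0.18 (adjusted p = 0.00256) in the cortex, with 11 of 13 genes higher, and changed by -0.07 (adjusted p = 0.386) in the hippocampus.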

Significantly dysregulated genes in the hippocampus at 24 hr were enriched in immune function related pathways, including “Neuroinflammation Signaling Pathway”; “NFAT Regulation of the Immune Response”; “Acute Phase Response Signaling”; “Toll-like Receptor (TLR) Signaling”; and, “Complement System”. 

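The pathways' genes were read from the arrays as sets and as single genes. Acute phase genes rose by a median of 2.18 (adjusted p = 0.00209) above all tested genes, with 8 of 11 higher; 7 of them passed an adjusted p of 0.05 over all genes, and also 7 adjusted over the list alone. The list of Toll-like receptor signaling was higher by 0.58 (adjusted p = 7.68e-05), with 12 of 13 genes higher, 6 of them called over all genes and 8 adjusted over the list alone. None of these medians changed sign with any array left out or under any other setting. By size, the largest called increases of named genes were those of Lcn2, a log2 fold change of 7.06 (standard error 1.26, adjusted p = 0.02), and of the chemokine gene Ccl7, at least 71.4-fold higher (adjusted p = 0.00369), since no sham array held it above background. Il1b was at least 6.91-fold higher after TBI (adjusted p = 0.00754) and likewise below background in both sham arrays. Hspb1 rose by 4.79 (standard error 0.53, adjusted p = 0.00583), from 3.64 ± 1.16 (SD, n = 2) to 8.43 ± 0.56 (SD, n = 3) on the log2 scale over the array median. Among named genes the largest called decreases were those of Brap, at least 6.75-fold lower, Tob1, with -3.11 (adjusted p = 0.00506), and Aox1, with -2.74 (adjusted p = 0.0228). Of 31 complement, inflammation and other genes that the paper names and that were tested here, 26 were higher after TBI and 17 had an adjusted p under 0.05.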

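For the cortex at 24 hr the list of Toll-like receptor genes was higher after TBI by 0.38 (adjusted p = 0.0211), with 15 of 18 genes higher. Of these genes 1 passed an adjusted p of 0.05 over all genes and 11 adjusted over the list alone. With single arrays left out, the list kept an adjusted p under 0.05 in 5 of 8 runs. No list of NF-κB targets was drawn up, so the genes in the paper's own file were used for both pathways. Its entry for NF-κB signaling holds 5 genes, of which 4 were tested here, 1 higher and 3 lower, with a median of -0.39. The entry for Toll-like receptor signaling holds 3 genes, of which 1 was higher and 2 lower, with a median of -0.68. In each entry 1 gene passed the fold and unadjusted p thresholds, and limma gave 0 at an adjusted p under 0.05. The paper's -log10 p for the entries are 0.582 and 0.733. Tnf, a gene of both pathways, was higher by 1.39 (standard error 0.34, adjusted p = 0.0779), without overlap between the 4 TBI and 4 sham arrays.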

In the cortex, NF-κB signaling was more prominent than TLR signaling. We used IPA’s Path designer tool to represent these five immune related pathways and their connection to differentially expressed TBI-associated genes in the hippocampus and cortex (Fig 6A and Fig 6B). 

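Hippocampus and cortex at 24 hr were compared over 13285 probes, in a model with a term for the difference between their TBI effects. The median absolute log2 fold change was 0.29 in the hippocampus and 0.20 in the cortex. Of the probes whose effect differed at an adjusted p under 0.05, 282 were tested in each tissue by itself; 200 of these fell in the hippocampus and rose in the cortex, 71 fell in both and 9 rose in both. Among lists, complement genes rose more in the hippocampus, by 0.44 (adjusted p = 0.0131, camera), with 18 genes tested in both tissues. The hippocampal values rest on 2 sham and 3 TBI rats and on another array design and scan day than the cortical ones, so a difference between the tissues cannot be told apart from these. In the cortex the list of leukocyte extravasation was higher by 0.87 (adjusted p = 0.000589) and in the hippocampus by 0.99 (adjusted p = 6.86e-07), with 22 of 25 and 19 of 22 genes higher. The largest called increases of named genes in the cortex were those of Tapbpl, with 4.31 (adjusted p = 0.0407), Trip13, with 2.26 (adjusted p = 0.0381), and Tnfsf9, with 1.55 (adjusted p = 0.0462), and the only called decrease was that of Col26a1, with -1.19 (adjusted p = 0.0407). None of these 4 passed an adjusted p of 0.05 in limma with the 75th percentile, quantile normalization, the authors' values or the replicate block.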

Although overlapping pathways were affected in both brain regions, many more genes in these pathways were acutely affected by TBI in the hippocampus at 24 hr compared to the cortex.

**Fig 6:**
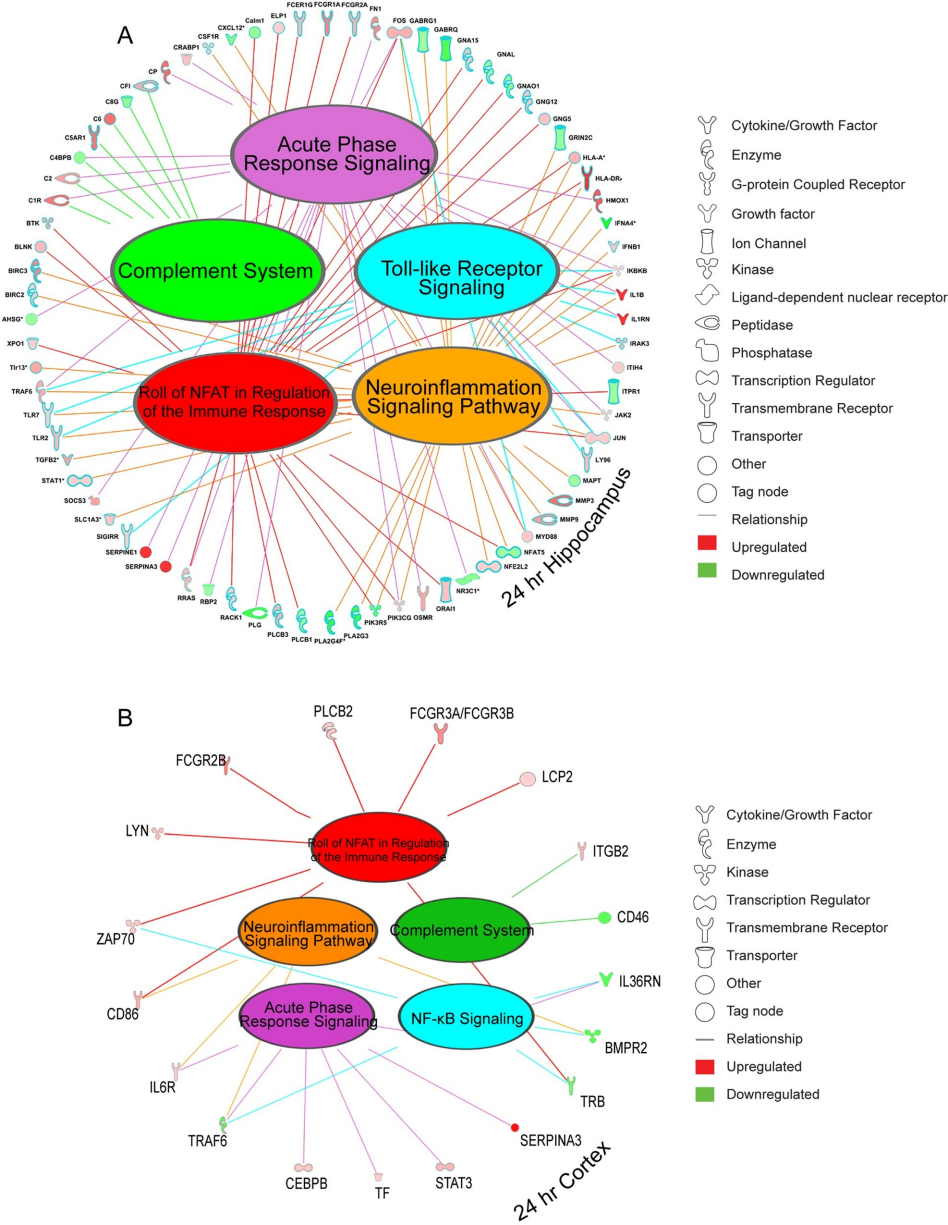
Dysregulated genes after TBI at 24 hr are associated with multiple immune-related pathways. Ingenuity Pathway Analysis shows that differentially expressed (DE) genes in the hippocampus (A) and to a lesser extent in cortex (B) overlap in five key immune-related pathways. Many of the DE genes are well known hub genes in essential cell signaling pathways.

One great advantage of IPA is the access to the curated literature that underlies the functional annotation of identified genes and pathways. Thus, IPA analysis showed that many genes in these immune-related pathways are hub genes that are essential components of key cell signaling networks. One prominent set of genes that have been shown in preclinical studies to effect acute outcomes after TBI are members of the complement system [38]. The role of complement in chronic TBI pathology is not yet fully understood. Previous studies showed that the terminal component of the complement system (membrane attack complex [MAC]) is the major mediator of damage [39]. Here, we found that multiple members of this system are acutely and chronically dysregulated across multiple post-injury intervals in a coordinated manner (Fig 7A and Fig 7B), which is evidence for a causal role for this system in chronic neurodegeneration.

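A list of 34 complement genes was followed through all intervals. In the hippocampus its median change exceeded that of all tested genes by 0.79 (adjusted p = 3.91e-06) at 24 hr, with 19 of 21 genes higher, and by 0.96 (adjusted p = 1.1e-15) at 2 weeks, with 18 of 23 higher. At 3 months the excess was 0.21 (adjusted p = 2.81e-05) with 11 of 19 higher, and at 6 months 0.28 (adjusted p = 3.62e-05) with 21 of 23 higher. At 12 months the list was lower by a median of -0.12 (adjusted p = 0.145), with 4 of 23 higher. In the cortex it rose by 0.27 (adjusted p = 0.0108), 1.13 (adjusted p = 2.13e-13), 0.25 (adjusted p = 2.82e-05) and 0.40 (adjusted p = 4.13e-05) from 24 hr to 6 months, and its median differed from that of all genes by less than 0.01 at 12 months (adjusted p = 0.694). Called genes numbered 9 over all genes and 15 adjusted over the list alone for the hippocampus at 24 hr, and 14 and 17 at 2 weeks. At 3 months both counts were 0 in limma, although camera called the list, and at 6 months they were 0 and 2. The setting that moved a median most was keeping only probes whose replicates lie within 50% of each other, which gave 0.15 for the cortex at 2 weeks, where the other settings gave up to 1.29. For the cortex at 24 hr the list kept an adjusted p under 0.05 in 5 of 8 runs with an array left out, and at the other intervals to 6 months in every run. C1ql3, a C1q-like gene of synapses, fell in the hippocampus at 24 hr by 1.32 on the log2 scale (adjusted p = 0.0241). From the coordinated change of many members over several intervals, the paper reasons that there is evidence for a causal role of complement in chronic neurodegeneration.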

**Fig 7:**
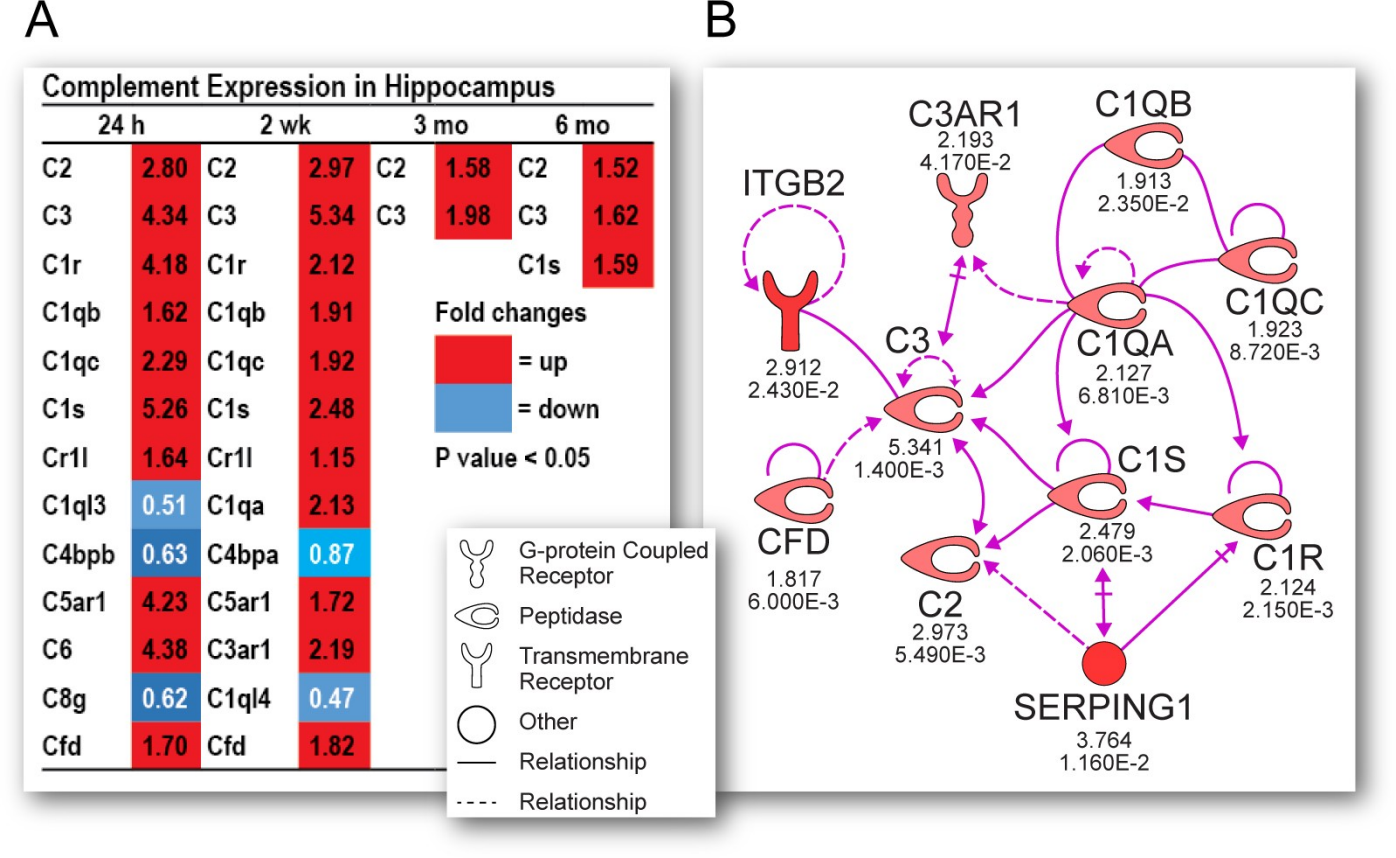
Acute and chronic complement expression in hippocampus. Complement genes are persistently dysregulated up to six months post-TBI (A). Ingenuity Pathway Analysis (IPA) Path designer graphics integrates contextual information and biological insights from IPA’s knowledge base to depict a coordinated dysregulation of complement genes at 24 hours post-TBI (B).

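C1r, C1s and Serping1 rose with C2 and C3 in the hippocampus. At 24 hr C1r was higher by 2.09 (adjusted p = 0.00965), C1s by 2.42 (adjusted p = 0.0128) and Serping1, the inhibitor of C1, by 2.68 (adjusted p = 0.0185). At 2 weeks they were higher by 0.99 (adjusted p = 0.0569), 1.21 (adjusted p = 0.0369) and 1.81 (adjusted p = 0.0288). C1qa, C1qb and C1qc were higher at 2 weeks by 0.99 (adjusted p = 0.0328), 0.84 (adjusted p = 0.0634) and 0.85 (adjusted p = 0.0457). The receptor genes C5ar1 and C3ar1 rose at 24 hr by 2.12 (adjusted p = 0.0141) and 1.36 (adjusted p = 0.0372). At 3 and 6 months Serping1 was higher by 1.21 (adjusted p = 0.85) and 1.2 (adjusted p = 0.533), and C1s by 0.39 (adjusted p = 0.85) and 0.71 (adjusted p = 1). C1r was lower at 3 months, by a log2 change of -0.31. All calls at 2 weeks fail when TBI replicate 3 is left out.

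**Figure D1:**
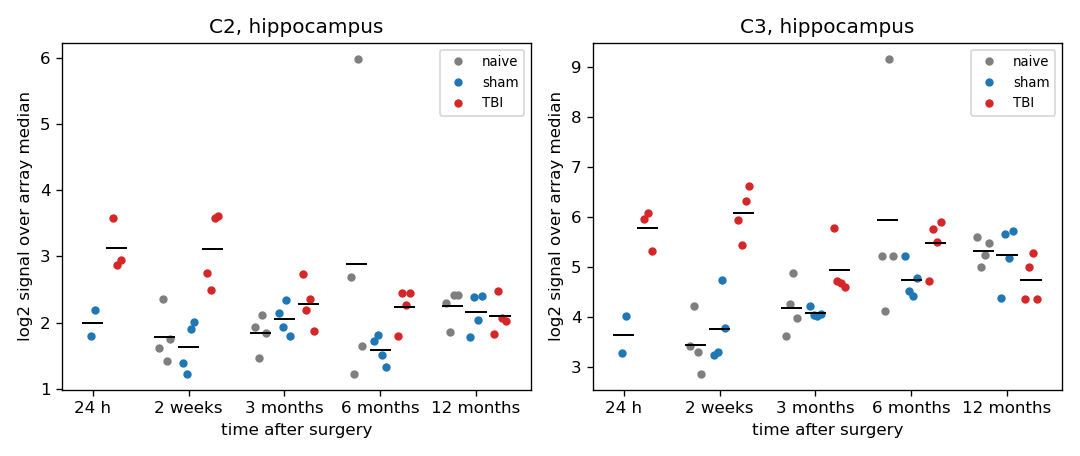
Signal of C2 and C3 in each hippocampus array, as log2 over the median of the array, for naive, sham and TBI rats at each interval (points, 1 per array; lines, group means). TBI arrays of C3 average 5.79 at 24 hr and 6.08 at 2 weeks against 3.65 and 3.76 in sham arrays, and at 12 months 4.75 against 5.24.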

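At 2 weeks the lists of acute phase and Toll-like receptor genes were higher in TBI than in sham rats of the hippocampus, by 0.51 (adjusted p = 0.00225) and 0.53 (adjusted p = 6.09e-09), and in the cortex by 0.85 (adjusted p = 0.00377) and 0.28 (adjusted p = 6.07e-07). The interferon list was higher by 0.79 (adjusted p = 4.17e-15) and 1.17 (adjusted p = 3.28e-27), with 19 of 19 and 19 of 19 genes higher. The medians of the acute phase list change sign between settings: without a filter on dim probes they were -0.89 in the cortex and -0.03 in the hippocampus. For Toll-like receptor genes in the cortex normexp background correction gave a median that was negative by less than 0.01. MHC class 2 genes were higher by 2.90 (adjusted p = 3.74e-11) and 1.26 (adjusted p = 4.42e-08). Without sham replicate 3 of the cortex, the acute phase, Toll-like receptor, interferon and MHC class 2 lists there were higher by 0.99, 1.07, 1.56 and 1.78. The largest called increases of named genes in the hippocampus were those of Cd74, with 3.87 (standard error 0.55, adjusted p = 0.0238), RT1-Da, with 3.81 (adjusted p = 0.0238), and Clec7a, with 3.70 (adjusted p = 0.0238). The largest called decreases were those of Bag5, with -0.90 (adjusted p = 0.0253), Slc4a11, with -0.71 (adjusted p = 0.0489), and Pank1, with -0.67 (adjusted p = 0.0238). Without TBI replicate 3 the only probe still called in this comparison was not 1 of these genes.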

At 2 weeks post-TBI, in both the hippocampus and cortex, IPA analyses showed a clustering of dysregulated genes in many of the same immune response pathways found altered at 24 hr (Fig 8A and Fig 8B). Notably, genes in the complement system remain strongly activated. 

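For the hippocampus, 14 genes of the complement list passed an adjusted p of 0.05 at 2 weeks. In the cortex 0 did over all genes tested in limma, 13 did adjusted over the list alone, and all 23 were higher. With sham replicate 3 of the cortex left out, the list was higher by 1.27 (adjusted p = 1.22e-26), with 21 of 23 genes higher, 13 called over all genes and 14 adjusted over the list alone. C3ar1 was then higher by 1.92 (adjusted p = 0.000881) and Serping1 by 2.02 (adjusted p = 0.000178), against 2.88 (adjusted p = 0.502) and 3.20 (adjusted p = 0.468) with all arrays.

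**Figure D2:**
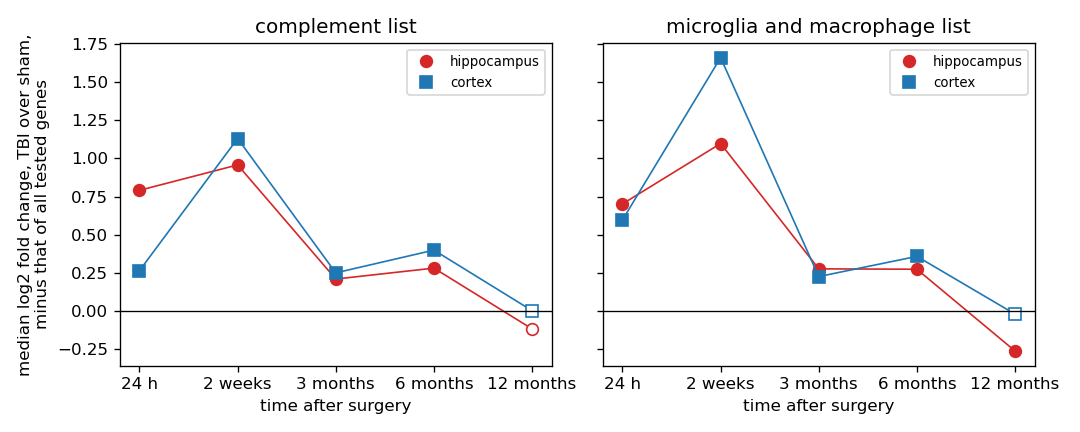
Median log2 fold change between TBI and sham rats, minus the median of all tested genes, for the complement list and for the microglia and macrophage list at each interval in the hippocampus and cortex. Filled points have an adjusted p under 0.05 in camera. The complement list peaks at 2 weeks, at 0.96 in the hippocampus and 1.13 in the cortex, and neither list exceeds 0.01 at 12 months.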

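With all arrays kept and centred on their medians, Spp1 and Ccl3 are the only probes of the cortex at 2 weeks with an adjusted p under 0.05. With the same arrays 156 probes passed by the 75th percentile, 72 by quantile normalization, 38 by the authors' values, 97 with a trend of the prior spread and 211 with replicates within 50%. With a filter in both groups 0 passed, with only the 2 groups fitted 0, and with replicates of the same number as a block 1. Spp1 was higher by 5.40 (standard error 0.46, adjusted p = 0.000963) and Ccl3 by 3.24 (standard error 0.41, adjusted p = 0.0357). The group of sham rats holds an array, replicate 3, with 93.0% of its probes above background against 42.3% to 50.3% in the other 3 sham arrays. Without it 510 probes passed, and the TBI arrays then exceeded the sham arrays for C3 by 3.58 (adjusted p = 2.61e-10), C2 by 2.15 (adjusted p = 0.000111), C1qa by 1.73 (adjusted p = 0.00417) and Spp1 by 5.58 (adjusted p = 3.35e-21). The change from 24 hr to 2 weeks in the cortex was tested as an interaction, and limma called 0 of 25955 probes, with 553 at an unadjusted p under 0.05, and 4 probes without sham replicate 3. As sets, the microglia and macrophage list rose more at 2 weeks than at 24 hr by 1.29 and the complement list by 0.64, both called by camera, and by 1.1 and 0.69 without that array.

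**Figure D3:**
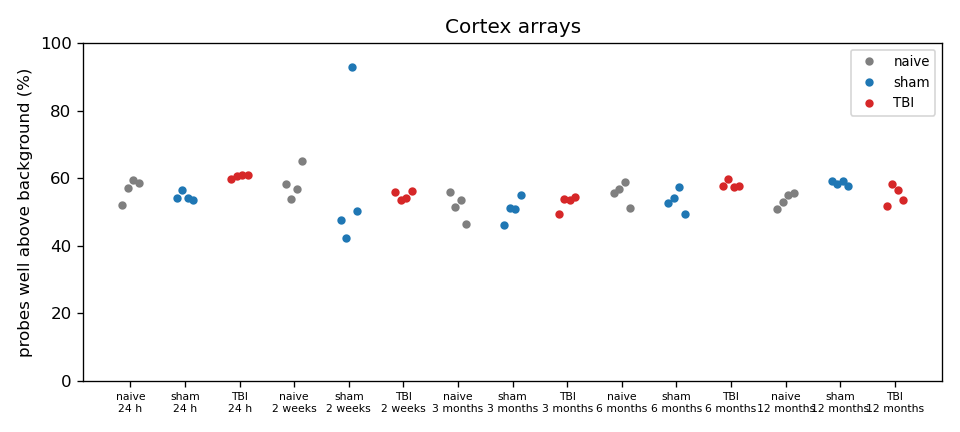
Percent of the probes of each cortex array that are well above background, by group and interval (points, 1 per array). Sham replicate 3 at 2 weeks lies at 93.0%, and all other cortex arrays lie at or below 65.2%.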

What is striking, however, is the increase in cortical expression of many immunoregulatory genes that were not significantly expressed at 24 hr in the cortex. Given that immune response has both beneficial and deleterious components, we speculate that some of these delayed gene alterations might be part of a coordinated protective response. For instance, immune mediators such as NF-κB as well as other major transcription factors regulate both pathogenic and prosurvival signaling after TBI [40, 41]. We recently showed that pro-survival genes are downregulated in dying, degenerating hippocampal neurons, including the endogenous neurotrophic molecule *Bdnf* [18]. The NF-κB complex is an upstream regulator which influences the expression of *Bdnf* [42].

**Fig 8:**
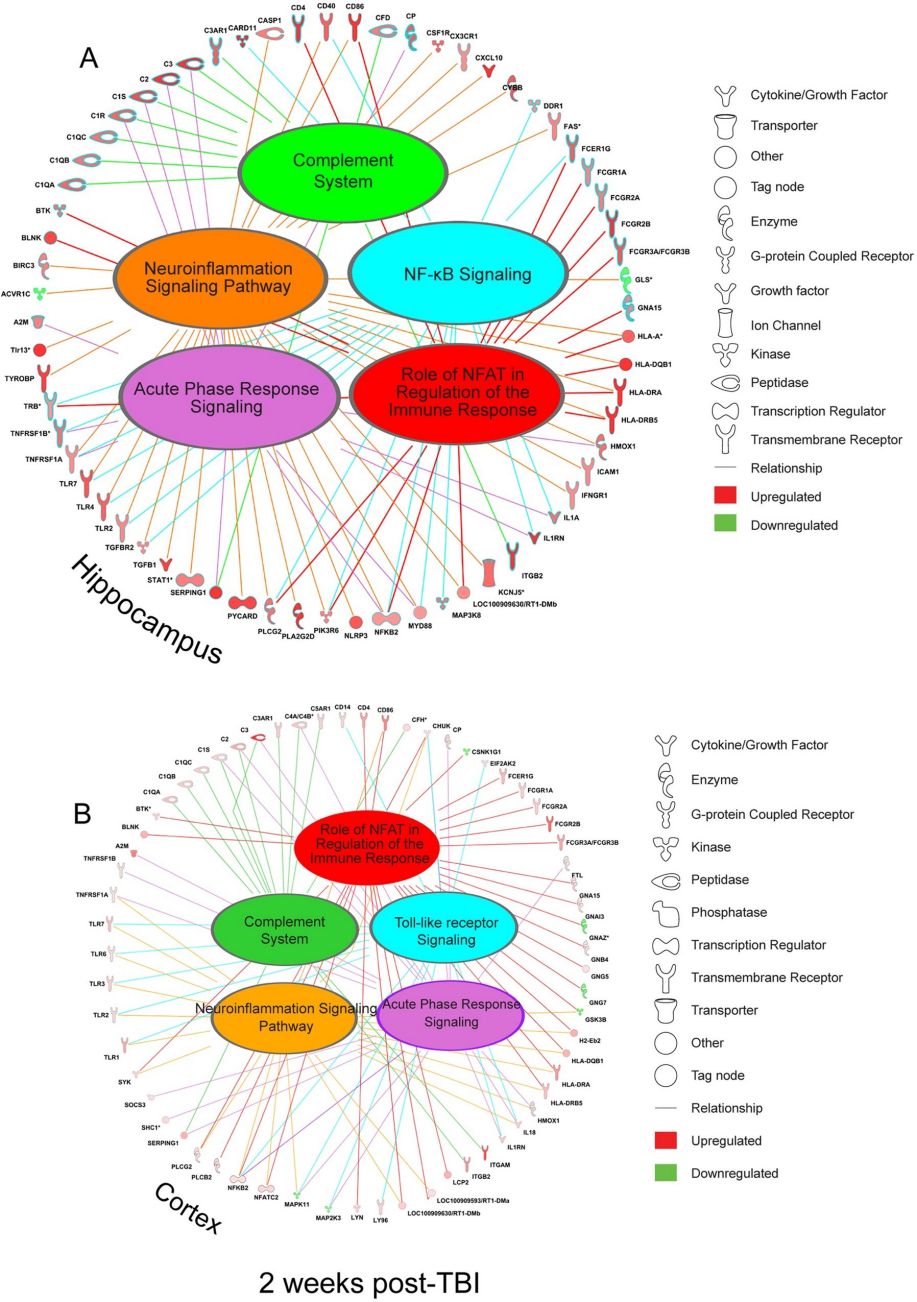
Ingenuity pathway analysis of gene expression at 2 weeks post-TBI. At 2 weeks post-injury, there is a sustained and persistent upregulation of genes in the most of the same immunoregulatorypathways identified at 24 hr post-injury in the hippocampus (A) and in the cortex (B). Immune related gene expression in cortex is increased vs 24 hr post-injury interval. Many of the differentially expressed genes are key hub genes in essential cell signaling pathways.

Among other immune related processes is leukocyte extravasation [43]. It has been previously reported that blood brain barrier damage and leukocyte infiltration into TBI affected brain parenchyma occur concomitantly up to 72 hr after FPI [44]. While the inflammatory response after TBI often includes the infiltration of peripheral leukocytes in coordination with BBB permeability [45], it has been unclear the extent to which BBB permeability persists and the role leukocyte populations play in continuing neurodegeneration after injury. The persistence of leukocyte extravasation 2 weeks after injury has implications for the post-injury recovery process. 

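Cd44, Itgb2, Ncf1 and Rap1b were read at 2 weeks in both tissues. In the hippocampus Ncf1 was higher after TBI by 1.47 (standard error 0.22, adjusted p = 0.0248), at 4.06 ± 0.52 (SD, n = 4) against 2.58 ± 0.19 (SD, n = 4) in sham rats, and TBI and sham arrays did not overlap. With single arrays left out the call held in 3 of 8 runs, and the value stayed between 1.32 and 1.71. Itgb2 was higher by 1.44 (standard error 0.38, adjusted p = 0.0634) and Cd44 by 0.89 (standard error 0.23, adjusted p = 0.0622). The change of Rap1b was 0.09 (standard error 0.11, adjusted p = 0.631), less than the spread between its arrays. In the cortex with sham replicate 3 left out, Itgb2 was higher by 2.61 (adjusted p = 3.34e-06), Ncf1 by 2.53 (adjusted p = 2.96e-06) and Cd44 by 1.74 (adjusted p = 0.00319), while Rap1b changed by 0.44 (adjusted p = 1). With all 4 sham arrays the values were 3.55, 3.21, 2.69 and 1.54, and limma called 0 of the 4 genes, although the first 3 had an unadjusted p under 0.05. The leukocyte extravasation list was higher by 0.72 (adjusted p = 1e-11) in the hippocampus and 0.66 (adjusted p = 7.29e-14) in the cortex, with 18 of 23 and 22 of 23 genes higher. Without sham replicate 3 the list was higher by 1.07 in the cortex. At 24 hr Cd44 was higher in the hippocampus by 2.77 (standard error 0.19, adjusted p = 0.0033) and Rap1b by 0.98 (standard error 0.18, adjusted p = 0.0209).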

Upregulation of leukocyte related genes such as *Cd44*, *Itgb2*, *Ncf1*, and *Rap1b* 2 weeks post-injury indicates a persistent activation of immune cell populations after injury. One of these genes which codes for the hyaluran receptor protein CD44, a cell-surface glycoprotein involved in immune cell adhesion and migration, has been previously shown to be upregulated up to three months after traumatic injury [46, 47]. *In silico* analysis indicated that the multiple immune-related genes upregulated in the hippocampus and cortex at 2 weeks are all implicated in critical cell functions. For instance, *Rap1b* has essential roles in immune function [48] and in angiogenesis and endothelial permeability [49]. This hints at a regenerative response that is reflected in the long-term chronic data.

Custom PCR array analysis at one and two months post-TBI was helpful in filling in gene expression trends observed at 2 weeks post-injury (Table 1 lists significantly expressed genes in hippocampus and cortex at one month post-injury). At one month post-TBI, in both the hippocampus and cortex, several genes that are involved in inflammation and immune resonse were still significantly upregulated. However by 2 months post-TBI we find that these same genes are upregulated but no longer significantly different between TBI and sham controls. The complete list of PCR array genes with their annotations are provided in Supporting Information S1 Table and complete PCR array results are provided in S2 Table.

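S1 Table gives, for the genes of the custom PCR array, the microarray intervals at which the paper found each of them changed and a fold change, in which a negative value stands for a decrease. The PCR values of S2 Table come from other rats, at 1 and 2 months, and have no deposited arrays. Fold changes were computed from the arrays for the same genes. For the hippocampus at 24 hr 39 values of the table could be compared, and all 39 have the same sign here, 33 of them at an adjusted p under 0.05. At 2 weeks in the hippocampus 32 of 33 have the same sign, and 19 pass an adjusted p of 0.05. In the cortex at 2 weeks 40 of 44 have the same sign, and limma called 0 of them with all arrays, 33 passing the fold and unadjusted p thresholds.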

**Table 1:** Custom PCR array analysis of significant gene expression changes in hippocampus and cortex one month post-injury.

Symbol	Gene Name	Fold Change (TBI relative to Sham)	Tukey's (p-value <0.05) (TBI vs. Sham)	Fold Change (TBI relative to Sham)	Tukey's (p-value <0.05) (TBI vs. Sham)
		Hippocampus		Cortex	
A2M	alpha-2-macroglobulin	2.739604343	0.000567200	4.182845172	0.000354900
BCL3	B-cell CLL/lymphoma 3	6.482178181	0.006074100		
BCL2A1	BCL2 related protein A1	2.440369625	0.011243700	1.454297076	0.000265900
BDNF	brain-derived neurotrophic factor			0.629889605	0.032091000
CASP4	caspase 4	2.581907185	0.009087000	1.004270534	0.000698500
CD44	CD44 molecule (Indian blood group)	2.362791778	0.001476900	1.710251855	0.007365700
CD86	CD86 molecule	3.278563714	0.007453900	2.332680942	0.000910400
CP	Ceruloplasmin	3.724613546	0.024728700	1.367472055	0.004890400
CCL2	chemokine (C-C motif) ligand 2	4.388632897	0.022398100		
CCL4	chemokine (C-C motif) ligand 4	8.927629673	0.002840700	1.346820049	0.005942400
CXCL10	chemokine (C-X-C motif) ligand 10	8.562155713	0.006765800	3.655353772	0.008301600
C2	complement component 2	4.825954831	0.000012100	1.907245523	0.000002500
C3	complement component 3	11.895379933	0.000780600	2.877940365	0.000440800
Clec4a2	C-type lectin domain family 4, member A2	2.242857802	0.006765400	2.834788106	0.002065900
FCGR2B	Fc fragment of IgG receptor IIb	4.342347521	0.001543100	1.649755706	0.000211600
LGALS3	galectin 3	7.666670000	0.009318700	11.345113604	0.020632200
Hmox1	heme oxygenase 1			1.925523325	0.043166200
ITGB2	integrin subunit beta 2			3.847594168	0.017574000
IRF8	interferon regulatory factor 8	2.895076949	0.006587400	2.927772338	0.002035000
NCF1	neutrophil cytosolic factor 1	4.278083111	0.000991600	2.329630296	0.000608100
PLD4	phospholipase D family member 4	2.532655728	0.007464100	1.768078558	0.001902900
PARP9	poly(ADP-ribose) polymerase family member 9			0.841178319	0.121326000
RAC2	ras-related C3 botulinum toxin substrate 2 (rho family, small GTP binding protein Rac2)	2.428224016	0.015031300	2.396043983	0.004905400
ARHGDIB	Rho GDP dissociation inhibitor (GDI) beta			0.850419421	0.001774400
S100a6	S100 calcium binding protien A6	2.760251556	0.015059200		
SPP1	secreted phosphoprotien 1	9.084560674	0.000718100	9.791226242	0.003217900
TLR4	toll-like receptor 4			1.338358759	0.003078200
TGFB1	transforming growth factor beta 1	2.552758483	0.006375400	1.150126262	0.033726000
TUBB6	tubulin beta 6 class V			1.712198571	0.028528600

Genes were selected following Ingenuity Pathway Analysis of acute and chronic hippocampal and cortex microarray data. Curated information on all custom PCR array genes including significant expression at post-injury intervals, GeneCard links and relevant PubMed links shown in Table 1 and complete custom array results for hippocampus and cortex shown in S1 Table and S2 Table.

At chronic post-injury intervals, we found fewer canonical pathways are significantly activated or inhibited. However, we found that dysregulated genes in the complement pathways, C2 and C3 specifically, are consistently upregulated across multiple time points as well as the “Acute Phase Response” and “Leukocyte Extravasation” pathways which remain activated. 

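Genes in the paper's file of the hippocampus at 3 months, 61 in number, were looked up in the arrays. Of them 54 are named there, 25 were well above background in every array of a group and so were tested, and 9 passed the fold and unadjusted p thresholds. At 6 months 54 of 96 genes were tested and 29 passed. For the cortex at 3 months 43 of 54 were tested and 34 passed, and at 6 months 62 of 77 with 41 passing. Over these 4 comparisons limma gave 2 genes at an adjusted p under 0.05, both in the cortex at 6 months. The largest called changes of named genes in the cortex at 6 months were those of Folr1, with 4.27 (adjusted p = 0.00264), Mlf1, with 3.63 (adjusted p = 0.0169), and Rgs22, with 2.55 (adjusted p = 0.0297). Folr1 belongs to a list of choroid plexus genes, and 6 of the other 17 called probes follow that list across arrays. In the hippocampus at 6 months the only named gene called was C2h4orf33, at least 2.36-fold higher (adjusted p = 0.0335).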

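C3 was higher in hippocampus TBI rats by 2.14 (standard error 0.31, adjusted p = 0.0113) at 24 hr and by 2.32 (standard error 0.37, adjusted p = 0.0248) at 2 weeks. Its mean at 2 weeks was 6.08 ± 0.51 (SD, n = 4) against 3.76 ± 0.69 (SD, n = 4) in sham rats. With single arrays left out it stayed between 1.78 and 2.51 at 24 hr, called in 4 of 5 runs, and between 2.14 and 2.64 at 2 weeks, called in 3 of 8. C2 was higher by 1.13 (standard error 0.26, adjusted p = 0.0393) at 24 hr and by 1.47 (standard error 0.29, adjusted p = 0.0351) at 2 weeks, with the call held in 0 of 5 and 2 of 8 such runs. At 3 months the changes of C3 and C2 were 0.87 and 0.23, each with an adjusted p of 0.85. In the cortex the change of C3 was 0.98 (adjusted p = 0.228) at 24 hr, 4.09 (adjusted p = 0.09) at 2 weeks, 0.55 (adjusted p = 1) at 3 months and 1.56 (adjusted p = 0.504) at 6 months, and that of C2 was 0.55, 3.17, 0.65 and 0.54. At 3 months, acute phase genes were higher by 0.08 (adjusted p = 0.0821) in the hippocampus and 0.16 (adjusted p = 0.0488) in the cortex, and leukocyte extravasation genes by 0.15 (adjusted p = 0.194) and 0.10 (adjusted p = 0.148). Only the acute phase list of the cortex passed, and it did so in 3 of 8 runs with an array left out.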

Again as in earlier time points, several pro-survival genes are upregulated at chronic post-injury intervals. For instance, increased levels of *Bcl-3*, a prosurvival gene [50], is only detected 3 months post-injury as is *S100A6* [51]. 

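In the hippocampus Bcl3 was well above background at 3 months in 3 of 4 TBI and 2 of 4 sham arrays, so it was not tested, and its mean difference was 1.15 on the log2 scale. At 24 hr it was higher after TBI by 2.89 (standard error 0.48, adjusted p = 0.0158), and at 2 weeks by 0.97 (standard error 0.40, adjusted p = 0.165). In the cortex Bcl3 rose by 1.89 (standard error 0.50, adjusted p = 0.0865) at 24 hr. S100a6 was higher in the hippocampus by 2.66 (standard error 0.15, adjusted p = 0.0033) at 24 hr, at 6.23 ± 0.08 (SD, n = 3) against 3.57 ± 0.18 (SD, n = 2), and this call held with every array left out. Its changes were 0.58 (adjusted p = 0.138) at 2 weeks, 0.77 (adjusted p = 0.85) at 3 months, 0.90 (adjusted p = 0.797) at 6 months and -0.04 (adjusted p = 0.94) at 12 months. At 3 months in the cortex S100a6 was higher by 0.70 (standard error 0.21, adjusted p = 1), and TBI and sham arrays did not overlap.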

A previous study showed that a decrease in *S100A6* expression in the rat hippocampus is associated with TBI-induced cognitive deficits [52]; therefore, the increased expression at 3 month suggests a regenerative response. SPP1, aka osteopontin, a cytokine with neuroprotective [53] and regenerative effects [54] is also upregulated at 3 months.

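Spp1 at 3 months was above background in 3 of 4 TBI arrays and 1 of 4 sham arrays of the hippocampus, and was not tested there; the means differed by 1.23 on the log2 scale. The cortex at 3 months had it above background in all 4 TBI arrays and no sham array, at least 2.49-fold higher (adjusted p = 0.291). The adjusted p passed 0.05 in 1 of 8 runs with an array left out. At 24 hr the change was 5.40 (standard error 1.23, adjusted p = 0.0388) in the hippocampus and 3.89 (standard error 1.15, adjusted p = 0.1) in the cortex, and at 2 weeks 3.24 (standard error 0.87, adjusted p = 0.0664) in the hippocampus. At 24 hr in the hippocampus the sham arrays differed widely, with a mean of 1.11 ± 3.05 (SD, n = 2), and the value ranged between 3.25 and 7.55 with single arrays left out.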

At 6 months post-injury, genes in “Complement System”; “Acute Phase Response Signaling”; and, “IL-6 Signaling” were still dysregulated. 

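At 6 months the acute phase list was higher after TBI by 0.28 (adjusted p = 0.00209) in the hippocampus and by 0.64 (adjusted p = 0.000374) in the cortex, with 6 of 8 and 9 of 11 genes higher. Of these genes limma called 0 over all genes in either tissue, and 1 and 4 were called adjusted over the list alone. Without a filter on dim probes the median of the hippocampus changed sign, to -0.06. In the paper's file the complement entry of the hippocampus holds 4 genes, all higher here with a median of 0.75, and 2 passed the fold and unadjusted p thresholds. Its IL-6 signaling entry holds 6 genes, of which 5 were tested, 4 of them higher, with a median of 0.52 and 3 past these thresholds. Of the complement, acute phase and IL-6 entries limma called 0 genes at an adjusted p under 0.05. The acute phase entry holds 8 genes, 7 of them higher.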

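C2 and C3 at 6 months were higher in TBI than in sham rats of the hippocampus by 0.64 (standard error 0.60, adjusted p = 1) and 0.74 (standard error 0.63, adjusted p = 1). C3 stood at 5.47 ± 0.53 (SD, n = 4) against 4.74 ± 0.36 (SD, n = 4), and C2 at 2.23 ± 0.31 (SD, n = 4) against 1.59 ± 0.22 (SD, n = 4). The standard errors of this comparison also pool the spread of the naive rats. Over the array median, their complement list ranged from 2.54 to 4.80, against 2.88 to 3.08 in sham and 3.13 to 3.46 in TBI rats. With only the 2 groups fitted, limma still called 0 probes there. With each array left out in turn, C3 stayed between 0.59 and 0.99 and C2 between 0.56 and 0.79, and limma called neither in any run. At 12 months the changes were -0.06 and -0.49.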

Core components of the complement cascade, i.e. C2 and C3, continue to be upregulated in the hippocampus. Genes involved in cytokine signaling, *Il-1β* and *Il-6*, also remain elevated at this time point.

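Il1b was well above background in 0 of 4 TBI and 0 of 4 sham arrays of the hippocampus at 6 months, and Il6 likewise in 0 of 4 and 0 of 4, so no fold change is given and neither was tested. In the cortex at 6 months Il1b was above background in 3 TBI arrays and no sham array, and Il6 in 1 TBI array and no sham array. Il1b was tested in the cortex at 24 hr, where it was higher by 2.52 (standard error 0.84, adjusted p = 0.127). At no interval was Il6 above background in every array of a group in either tissue. What these arrays can show of both genes at 6 months is limited by their background.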

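At 12 months the lists of immune genes were tested in the same way. In the hippocampus the microglia and macrophage list was lower after TBI by a median of -0.26 (adjusted p = 0.000258), with 0 of 18 genes higher, and it was called in every run with an array left out. The leukocyte extravasation list changed by -0.15 (adjusted p = 0.00486), the Toll-like receptor list by -0.16 (adjusted p = 0.0516) and the acute phase list by -0.18 (adjusted p = 0.114). For the cortex the same lists changed by -0.02, 0.04, less than 0.01 and -0.23, and camera called 0 of them, as did fry. Fry also called 0 lists in the hippocampus at 12 months, so the microglia and macrophage list there was called by camera only. Of 32 genes in the hippocampus and 33 in the cortex that the paper names, limma called 0 in either tissue at 12 months, and 4 and 1 passed the fold and unadjusted p thresholds. The TBI effect on the microglia and macrophage list differed between the tissues by -0.21 (camera, called at an adjusted p under 0.05).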

At one year post-injury, there were no significantly altered pathways which were overtly related to immune-related function. However, we identified dysregulated genes that are involved in both immune cell signaling, such as the interleukin family of genes and neurotransmitter related pathways (“cAMP-Mediated Signaling”; “Axonal Guidance Signaling”; and “Semaphorin Signaling in Neurons”) such as the dopamine receptors (DR), *Drd1* and *Drd2*. 

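Drd2 was higher at 12 months in hippocampus TBI rats by 0.95 (standard error 0.21, adjusted p = 0.234), at 2.70 ± 0.36 (SD, n = 4) against 1.75 ± 0.29 (SD, n = 4), and all 4 TBI arrays lay above all 4 sham arrays. Drd1 was higher by 0.42 (standard error 0.20, adjusted p = 0.366), with overlap between the groups. With single arrays left out, Drd2 stayed between 0.81 and 1.09 and Drd1 between 0.30 and 0.60. In the cortex at 12 months the changes were -0.11 and 0.11. The paper's entry for cAMP-mediated signaling in the hippocampus holds 8 genes, of which 6 were higher here, with a median of 0.46, and 5 passed the fold and unadjusted p thresholds. Its entry for semaphorin signaling holds 3 genes, 2 higher and 2 past these thresholds. For both entries limma called 0 genes at an adjusted p under 0.05. The neuron and synapse list was higher by 0.16 (adjusted p = 0.0169), with 16 of 20 genes higher. Il18 changed by -0.41 (standard error 0.16, adjusted p = 0.297).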

Importantly, at one year post-injury, many of the genes in TBI-altered pathways (S1–S4 Files) are known to be involved in neuronal homeostasis and essential brain functions. At the one year post injury time point the most important finding is the differential expression of neurotransmitter related pathways and axonal guidance signaling. This points directly to a regenererative/restorative process that is taking place in the brain long term after TBI.

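A list of axon guidance genes changed in the hippocampus at 12 months by a median of 0.09 (adjusted p = 0.101), with 21 of 35 genes higher, and in the cortex by -0.04 (adjusted p = 0.487), with 9 of 36 higher. In the list limma called 0 genes over all genes in either tissue, and 0 adjusted over the list alone. With arrays left out camera called it in 1 of 8 runs in the hippocampus and 0 of 8 in the cortex. The paper's entry for axonal guidance signaling in the hippocampus holds 12 genes, of which 10 were tested, 6 higher and 4 lower, and 7 passed the fold and unadjusted p thresholds. From the expression of pathways related to neurotransmitters and axonal guidance at this interval, the paper reasons that a regenerative or restorative process takes place long after TBI.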

### Regulator effects analysis in IPA suggests TBI-induced dysregulation of genes involved in cell death and survival

IPA’s Regulator Effects analysis tool allows interactive modeling of upstream and downstream relationships in our dataset. By integrating results from Upstream regulator and Downstream effects tools, we can create hypotheses that explain what is going on upstream to the experimentally measured gene changes that are linked to a phenotype or other functional outcomes. For instance, regulator effects analysis (Fig 9) shows all predicted upstream genes for hippocampal TBI-induced gene changes at 24 hr are key hub genes that have essential roles in cell function and disease [55–57]. Moreover, many of the genes we find significantly altered by TBI, such as *Atf3* [58], are also hub genes and/or transcriptional regulators of essential cell functions. 

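Atf3, a transcription factor induced by stress, was higher in hippocampus TBI rats at 24 hr by 2.78 (standard error 0.25, adjusted p = 0.00387), at 2.98 ± 0.39 (SD, n = 3) against 0.19 ± 0.18 (SD, n = 2), and stayed between 2.58 and 2.96 and called with each array left out. At 2 weeks it was higher by 1.74 (standard error 0.40, adjusted p = 0.0489), called in 1 of 8 such runs. In the cortex it was higher by 2.45 (standard error 0.93, adjusted p = 0.165) at 24 hr, and at 2 weeks by 2.54 (adjusted p = 4.8e-05) without sham replicate 3. At 12 months the changes were -0.69 (adjusted p = 0.327) in the hippocampus and -1.28 (adjusted p = 0.837) in the cortex.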

Importantly, the downstream effects tool which would predict the biological impacts of upstream molecules based solely on the activity of the TBI-induced gene sets, shows the functional roles of these genes in neuronal cell death, organismal death and notably, cell proliferation and survival, hinting at an early regenerative response. This regenerative response is reflected in the expression of axon guidance genes at one year after injury. 

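In the hippocampus Creb5 changed by 0.01 (adjusted p = 0.973) at 2 weeks, 0.20 (adjusted p = 1) at 6 months and 0.49 (adjusted p = 0.263) at 12 months, where all 4 TBI arrays exceeded the 4 sham arrays. Its change in the cortex at 12 months was -0.55 (adjusted p = 0.843). Ngfr in the hippocampus was lower by a log2 change of -0.85 (adjusted p = 1) at 6 months and higher by 0.74 (adjusted p = 0.254) at 12 months, and it was too dim to test at 24 hr and 3 months. Stat3 was higher by 0.80 (standard error 0.20, adjusted p = 0.05) at 24 hr, and its changes were 0.12 (adjusted p = 0.873) at 3 months, 0.52 (adjusted p = 1) at 6 months and 0.04 (adjusted p = 0.888) at 12 months. For the cortex at 24 hr Stat3 was higher by 1.36 (standard error 0.32, adjusted p = 0.0737). Of the 3 genes limma called 0 at an adjusted p under 0.05 at 3, 6 or 12 months in either tissue, while Ngfr at 6 months, and Creb5 and Ngfr at 12 months, passed the fold and unadjusted p thresholds in the hippocampus.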

We also observed that with longer post-injury intervals, there were increased expression of other known protective genes (i.e. *Creb5*, *NgfR* and *Stat3*), which merit closer examination in future studies. Upstream regulator analysis also allows us to identify and explore the interactions of individual hub genes that have biological signicance in TBI. For instance, at both 24 hr and 2 week post-TBI in the hippocampus, we identified TNF as a key regulator of multiple differentially expressed immune-related genes that are implicated in the inflammatory response (Fig 10).

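Tnf itself was higher in the hippocampus at 24 hr by 1.15 (standard error 0.53, adjusted p = 0.2), at 1.8 ± 0.73 (SD, n = 3) against 0.65 ± 0.96 (SD, n = 2), and its change at 2 weeks was -0.47 (standard error 0.19, adjusted p = 0.156). It ranged between 0.47 and 1.83 at 24 hr and between -0.62 and -0.37 at 2 weeks with single arrays left out, and limma called it in no run. The paper's regulator is inferred from its target genes, of which Ccl3, Il1b, Itgb2 and others were measured; no list of Tnf targets was tested here.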

**Fig 9:**
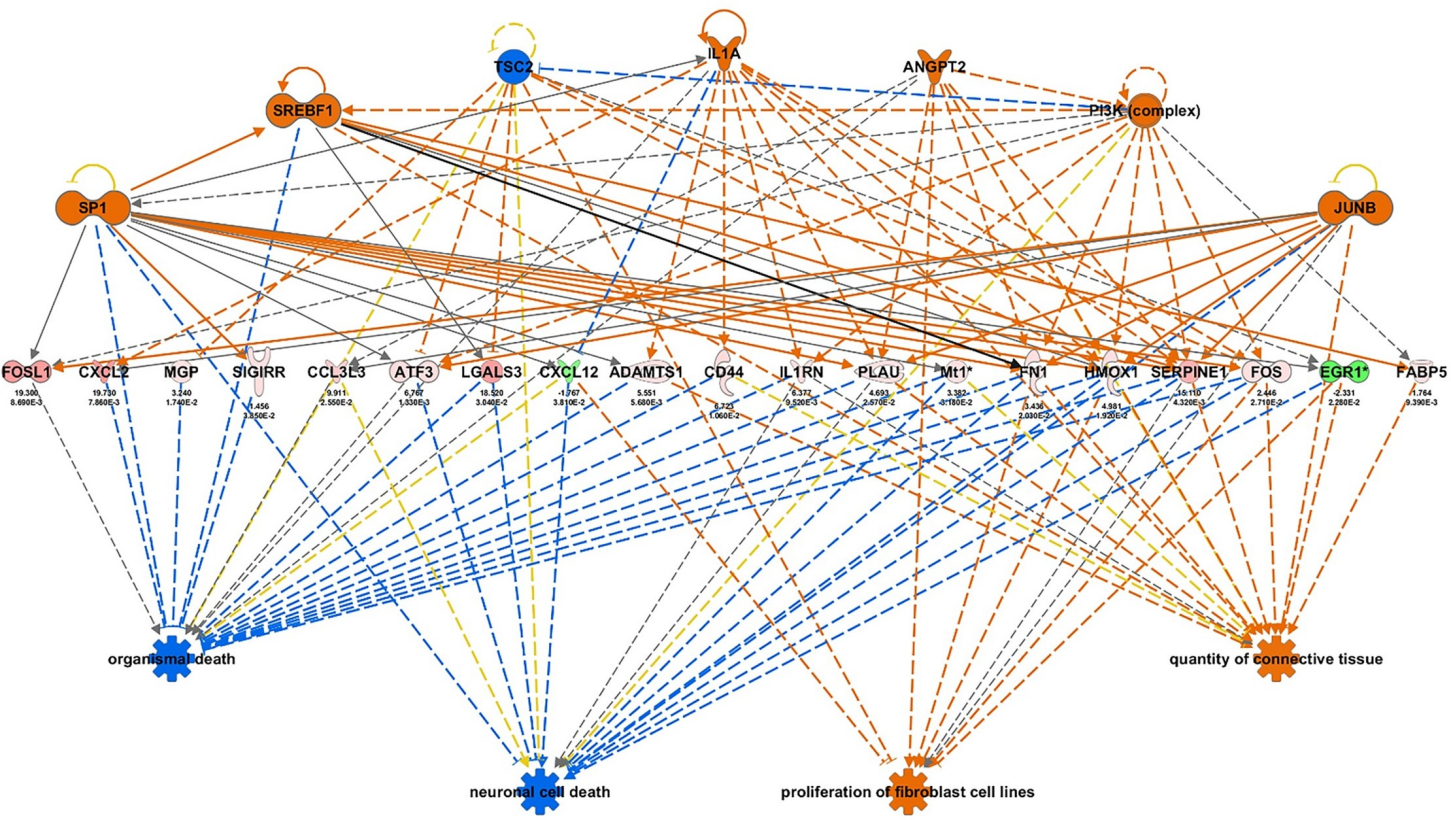
Regulator effects hippocampal network in ingenuity pathway analysis (IPA). Example of integrated results from Upstream regulator and Downstream effects analyses in IPA indicating potential phenotypes or biological impact of TBI-dysregulated genes at 24 hr after TBI in hippocampus. Upstream genes are key hub genes and transcriptional regulators in essential cell signaling networks.

**Fig 10:**
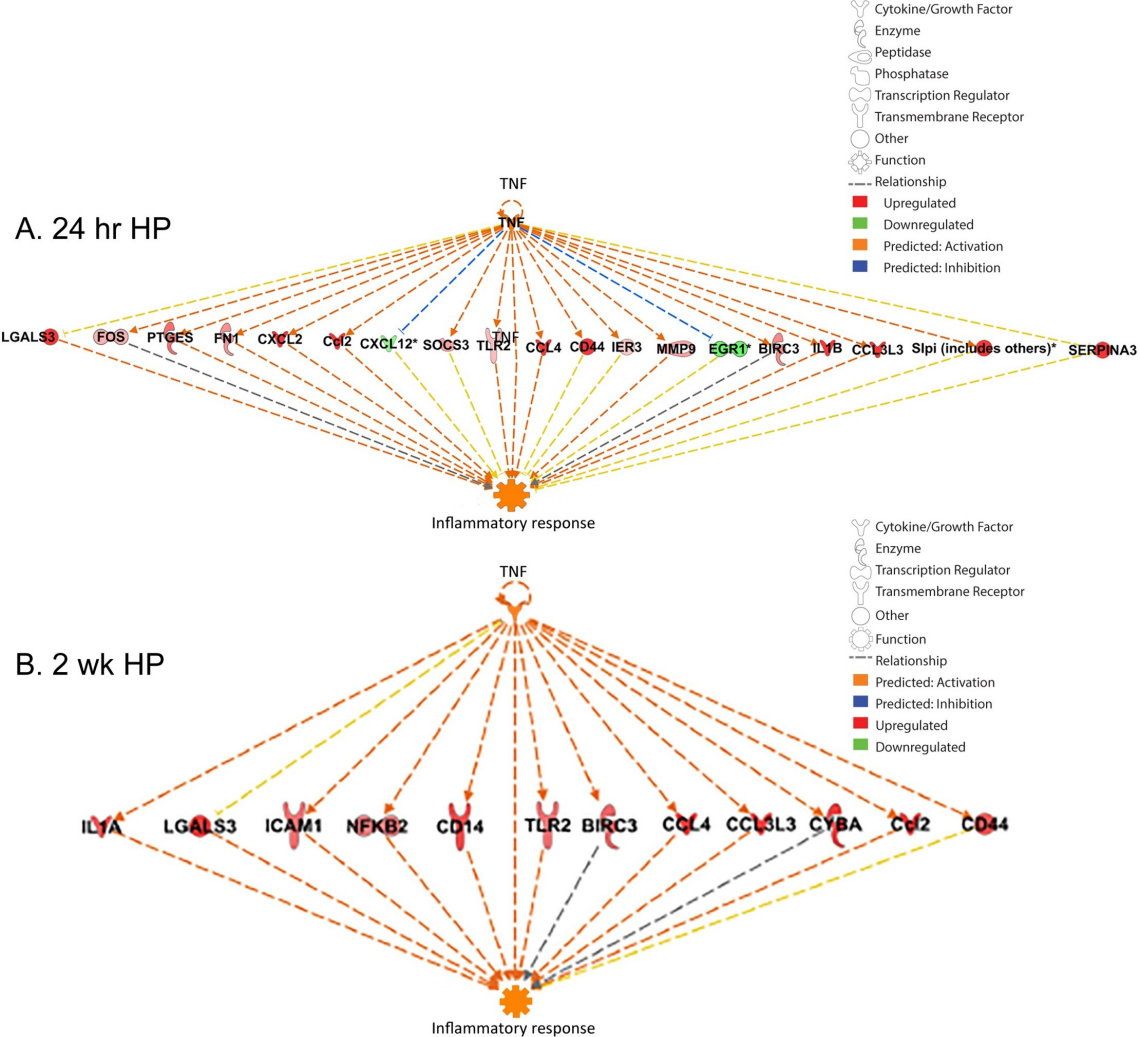
Upstream regulator analysis in ipa identifying tumor necrosis alpha (TNF-α) as a major regulator of TBI-Dysregulated genes in the hippocampus. Upstream regulator analysis of hippocampal gene expression at 24 hr post-TBI (A). Upstream regulator analysis shows persistent dysregulation of genes predicted to be regulated by TNF-α 2 weeks post-injury in hippocampus (B).

## Discussion

The key findings of this study are 1) evidence of long-lasting dysregulation of homeostatic gene expression, particularly immunoregulatory gene expression; 2) many dysregulated genes are key hub genes involved in essential brain cell functions (i.e. metabolism, cell morphology, synaptic function, proteostasis); and 3) the chronic activation of both deleterious and beneficial genes up to a year post-injury suggests the existence of a potentially wider therapeutic window than previously indicated.

The lack of therapeutic interventions is a longstanding frustration for those who treat TBI. In this regard, a compelling reason for our focus on persistent inflammatory dysfunction is that simply documenting chronic neuropathological changes after TBI is not enough; we need to identify druggable molecular targets in chronic TBI so that we can explore therapeutic options that can be immediately implemented in the existing population of TBI survivors. The persistent, long-term dysregulation of immunoregulatory genes in TBI rats is suggestive of a much wider therapeutic window than previously thought and implies that treatment of chronic TBI survivors with immunomodulatory drugs may be beneficial months to years after their injuries.

Neuroinflammation has been extensively documented in animal models of TBI, but with a few minor exceptions, most studies only examined inflammatory effects days to a month only after injury [59]. Our findings are consistent with considerable existing evidence showing that uncontrolled and persistent inflammation is a driver of many progressive neurodegenerative diseases [60, 61]. One clue to the causal link between chronic inflammation and neurodegeneration is that the immune mediators found dysregulated in our study have been shown to regulate or influence key genes essential for protein homeostasis (proteostasis), genes that are also found dysregulated in neurodegenerative diseases [19, 62]. These findings are also concordant with the significant finding of our recent study of microRNA regulation in rat TBI [18], that TBI-induced miRNAs suppress hundreds of target genes essential for proteostasis. Moreover, analysis of the OMIM (Online Mendelian Inheritance in Man) database shows that the differentially expressed genes identified in this study are involved in many known human diseases.

One aspect of brain injury that has troublesome implications for the global burden of disease and is insufficiently understood is that TBI itself is a well documented risk factor for age-related neurodegenerative disorders such as AD and PD and psychiatric disorders such as depression [6, 8]. The role that chronic inflammation plays in the pathogenesis of aging and aging-related neurodegenerative diseases such as AD is well established [63, 64]. Thus, the chronic dysregulation of immune related genes in our study provides a mechanistic rationale for how TBI-induced inflammation increases the risk of age-related brain diseases after TBI [65]. Likewise, since chronic inflammation is also causally linked to depression [66], the sustained and persistent inflammatory response in TBI rats is another piece of evidence linking TBI with increased risk of depression. Brain injury induced inflammation is also thought to contribute to the development of neurologic disorders such as epilepsy [67]. This may relate to the activation of NFκB which has been shown to affect synaptic channel function and activity [68]. Moreover, a common upstream regulator found upregulated at 24 hr and 2week, TNF-α, has been shown through computational modeling to modulate synaptic scaling, thus contributing to epileptogenesis [69]. Together, our study suggests that abnormal expression of immune mediators and brain injury-induced factors may be involved in the etiology of various neurologic and neurodegenerative comorbidities of TBI.

It has long been thought that failure to regenerate is a major cause of neurodegeneration [70] and we have shown that TBI induces multiple genes and pathways involved in regeneration and survival as well as neurodegeneration [17]. Since cytokines have both pro and anti-inflammatory effects which would impact regenerative processes [71], the expression of regenerative immunoregulatory genes at chronic postinjury intervals (i.e. *Ngfr*, *Stat3*, *Il-18*, *HspB1*) may provide additional targets for therapeutic modulation. 

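Il18 in the hippocampus changed by less than 0.01 on the log2 scale at 3 months (adjusted p = 0.998) and by 0.62 (adjusted p = 1) at 6 months, and Hspb1 by 0.61 (adjusted p = 0.85), 0.69 (adjusted p = 1) and 0.02 (adjusted p = 0.972) at 3, 6 and 12 months. At 6 months the 4 TBI arrays exceeded the 4 sham arrays for Il18, Hspb1 and Stat3. Such a separation, upward or downward, was seen in 9.37% of the probes tested there, where chance gives it with an exact permutation p of 0.0286. Cortical values at 6 months were higher for Il18, by 0.74 (adjusted p = 0.459) and Hspb1 by 1.34 (adjusted p = 0.453). Neither Ngfr, Stat3, Il18 nor Hspb1 was called by limma at 3, 6 or 12 months. The tests of the hippocampus at 6 months also pool the spread of its naive rats, which varied widely.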

Increased levels of dopamine receptors correlate with brain plasticity [72]. Thus, the sustained expression of these neuroplasticity genes in the hippocampus is another indication of a long-term regenerative response. There is an important therapeutic implication here; evidence of a protective, regenerative response at all post-injury intervals indicates that therapies augmenting these responses may be beneficial regardless of how many months or years have passed since the initial TBI. For instance, since steroid-induced decreases in *S100b* levels have been shown to reduce inflammation in the hippocampus in a rat model of epilepsy, the significant decrease in expression of *S100b* at one year post-TBI would protect against inflammation [73]. 

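S100b at 12 months changed by -0.18 (standard error 0.10, adjusted p = 0.426) in the hippocampus, from 10.50 ± 0.12 (SD, n = 4) in sham rats to 10.32 ± 0.17 (SD, n = 4) in TBI rats, and by -0.15 (standard error 0.07, adjusted p = 0.837) in the cortex. In the cortex all 4 TBI arrays lay below all 4 sham arrays, and the spread was 0.02 in TBI and 0.07 in sham rats. With each array left out in turn, the change stayed between -0.25 and -0.11 in the hippocampus and between -0.18 and -0.13 in the cortex. Neither passed a fold change of 1.4.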

The increased expression of *Atf3* also appears to be a protective response (see Fig 6); a recent study found that neuroinflammation was enhanced in *Atf3* knockout mice after TBI [74]. Our study reinforces the idea that some components of the inflammatory response are beneficial and indeed, essential for recovery [60]. We previously observed that a strong regenerative response involving developmental and neurotransmitter genes is activated in surviving brain cells after TBI [17]. Overall, our long-term gene expression data is consistent with recent reports that describe therapeutic strategies to enhance endogenous repair responses [75]. Inhibition of MAC formation in mice reduced axonal loss as well as mitigated the accumulation of microglia and apoptotic signaling [76]. Given evidence that complement proteins are involved in synaptic degeneration [77] and inhibition of complement increases expression of genes involved in neuroplasticity [78], our finding that core components of the complement cascade are upregulated in hippocampal tissue as long as 6 months after injury provides a mechanistic rationale linking disruption of neuroplasticity with neurodegeneration. On the other hand, the increase in genes involved in neurotransmission and axon guidance at one year suggests that homeostatic regenerative responses have stabilized the injured brain by this time.

Although wholly speculative, there are translational implications of this study; for instance FDA-approved anti-inflammatory drugs [79] such as edavarone, have demonstrated neuroprotective potential [80]. The anti-diabetic drug, metformin, also has neuroprotective effects via activation of antioxidant and anti-inflammatory pathways [81]. Since antidepressants share common molecular mechanisms with anti-inflammatory drugs [82], these common mechanisms appear to be the basis for the ability of antidepressants to protect against neurodegeneration [83]. Given that TBI is a risk factor for depression [84] and TBI patients with depression are treated with antidepressant drugs, we speculate that the recovery of the TBI patients treated with antidepressants may be attributed, in part, to the anti-inflammatory effects of these drugs [85].

One of the most studied genes in the human genome, TNF-α [86], is a key upstream regulator of many immunoregulatory genes in our study. There are several approved drugs targeting TNF-α; for instance, some inhibitors of TNF-α such as the thalidomide analogue 3,6’-dithiothalidomide (DT) have been shown to reverse hippocampal-dependent cognitive deficits- by restoring neuronal function and reducing the effects of inflammation- induced by chronic inflammation in rats [87]. The neuroprotective properties of omega-3 fatty acids (FA) in fish oil are thought to be mediated by the ameliorating effects of FA on TLR-induced inflammation [88]. Omega-3 FA and aspirin have also been shown to modulate microglial mediated inflammation and may provide protection against brain diseases with inflammatory etiology [89]. Interestingly, given that exercise pre-conditioning reduced brain inflammation and protected against TBI in rats [90], it is notable that exercise is known to improve cognitive performance in people with mild or moderate TBI [91]. The existence of chronic therapeutic windows is also supported by a mouse study showing that late exercise (5 weeks after TBI) but not early (1 week after TBI) reduced inflammation and cognitive dysfunction after TBI [92].

The limitations of this study were, in part, due to constraints imposed by the larger, comprehensive analysis of chronic TBI. Only a fraction, 4 of 12 rats per experimental group, were available to be processed for microarray analysis. The remaining rats were processed for parallel proteomic and histopathological analyses. Eventually, the genomic data will be compared across all time points with the proteomic and histological data and this comprehensive analysis is expected to shed significant light on the chronic disruption of brain functions after TBI. However, for this study, our confidence in the biological relevance of the chronic data is largely supported by the results of our recent genomic studies as well as extensive *in silico* validation of the differentially expressed genes.

## Supporting information

S1 Fig Principal component analysis (PCA) of hippocampal gene expression in naïve, sham control and traumatic brain injured (TBI) rats at 24 hour, 2 weeks, 3 and 6 months post-injury. (TIF) Click here for additional data file.

S2 Fig Principal component analysis (PCA) of cortex gene expression in niave, sham control and traumatic brain injured (TBI) rats at 24 hour, 2 weeks, 3 and 6 months post-injury. (TIF) Click here for additional data file.

S3 Fig Quantitative PCR validation of hippocampal gene expression microarray data from five acute and chronic post-injury intervals (24 hour, 2 weeks, 3, 6 and 12 months). (TIF) Click here for additional data file.

S4 Fig Quantitative PCR validation of cortex gene expression microarray data from five acute and chronic post-injury intervals (24 hour, 2 weeks, 3, 6 and 12 months). (TIF) Click here for additional data file.

S1 File TBI-associated genes (absolute fold-change >1.4, p < 0.05, TBI vs sham control) in all significant canonical pathways in hippocampus. All time points are shown in separate tabs.
(XLSX) Click here for additional data file.

S2 File TBI-associated genes (absolute fold-change >1.4, p< 0.05, TBI vs sham control) in all significant canonical pathways in cortex. All time points are shown in separate tabs.
(XLSX) Click here for additional data file.

S3 File TBI-associated genes in all significant diseases and functions pathways in hippocampus. Genes for each post-injury interval listed in separate tabs.
(XLSX) Click here for additional data file.

S4 File TBI-associated genes in all significant diseases and functions pathways in cortex. Genes for each post-injury interval listed in separate tabs.
(XLSX) Click here for additional data file.

S5 File Gene Ontology (GO) categories for post-TBI hippocampal gene expression. GO categories for 24hr, 2 week, 3, 6, 12 month post-TBI listed in separate tabs.
(XLSX) Click here for additional data file.

S6 File Gene Ontology (GO) categories for post-TBI cortex gene expression. GO categories for 24hr, 2 week, 3, 6, 12 month post-TBI listed in separate tabs.
(XLSX) Click here for additional data file.

S1 Table List of 84 genes selected for a custom PCR array. (XLSX) Click here for additional data file.

S2 Table Complete custom PCR array results for hippocampus and cortex at one and two months post-injury (separate tabs for each brain region and post-injury interval). (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

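Messenger RNA of rat hippocampus and ipsilateral cortex was measured on 113 Agilent arrays with 1 dye, 1 array per tissue sample. Naive, sham-injured and TBI rats were sampled at 24 hr, 2 weeks, 3 months, 6 months and 12 months, with 4 rats per group, tissue and interval. The exception is the hippocampus at 24 hr, with 2 sham arrays, 3 TBI arrays and no naive array. The hippocampus at 24 hr and 3 months was measured on an array design with 30367 probes (17 arrays) and all other groups on a design with 45598 probes (96 arrays). Both designs share 19277 probes.

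The authors deposited, for every array, the spot intensities written by Agilent Feature Extraction, in which the processed signal had already been background-subtracted and detrended, with surrogate values for dim spots, and had not been normalized between arrays. Beside them the authors deposited a table of intensities per array design, whose values are linear and equal the processed signal divided by 1 constant per array, with a lowest value of 0.01. The constant was checked against the spot intensities and lies between the percentiles 15.9 and 75.5 of an array, near the 75th in most arrays, although the methods name the median. Of the probes well above background, between 84.1% and nearly all in an array (median 99.8%) lie within 0.05 log2 units of that ratio. The flags for well above background, saturation and missing spots are those of the same software, as deposited. Gene names come from the RefSeq identifiers deposited with the arrays, joined to a RefSeq gene table, and cover 61.9% and 46.5% of the probes of both designs; other probes stay unnamed.

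Values were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Replicate spots of a probe were averaged, the processed signal was taken as log2, and the median of the array over all probes that are not controls was subtracted. A probe entered a comparison when it was well above background in every array of at least 1 of the 2 groups compared. For each tissue and interval, limma (lmFit, contrasts.fit and eBayes) was fitted to the arrays of all its groups together, without a block. TBI was compared with sham, sham with naive and TBI with naive, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. A probe is called at an adjusted p under 0.05; counts at the thresholds of the paper, a fold change of at least 1.4 and an unadjusted p under 0.05, stand beside it, and a fold change above 1.5 was used where the paper counts genes for gene ontology. Differences of the TBI effect between tissues at an interval, and between 2 weeks and 24 hr in the cortex, were tested as interaction contrasts in limma. All p-values called adjusted come from limma, camera or fry.

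Lists of genes were written before the data were examined, as were the comparisons, the rule for named genes and, apart from those named as chosen later, the alternatives. They cover complement, Toll-like receptor signaling, acute phase, leukocyte extravasation, MHC class 2, microglia and macrophage, T cell, neutrophil, interferon response, reactive astrocyte, immediate early, neuron and synapse, oligodendrocyte, axon guidance, striatum, choroid plexus, blood, meninges, thalamus, hippocampus identity, cortex identity and hypoxia genes. Each list was tested with camera in limma at an inter-gene correlation of 0.01, with 1 probe per gene, and adjusted over all lists and TBI vs sham comparisons; fry was run beside it. A list's value is the median log2 fold change of its genes minus that of all tested genes. Lists of genes of the sex chromosomes had too few named probes to test.

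The share of variance between TBI and sham arrays was compared with every other split of the same arrays (exact permutation test, 35 splits of 4 against 4 and 10 of 2 against 3). Principal components at 12 months were computed over probes with an unadjusted p under 0.001, each scaled to a mean of 0 and an SD of 1. Profiles of TBI arrays were taken relative to the naive mean of the interval and correlated within and between intervals, with 20 simulated sets without change as a comparison. Counts of called probes were also made for all other splits of the arrays into groups of the same sizes, or for 100 drawn relabellings in the interaction tests.

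The genes named in the text are every gene that the paper names as measured on the arrays, the genes of S1 Table where its fold changes are compared, and for each TBI vs sham comparison up to 3 genes with the largest rise and 3 with the largest fall among called probes whose TBI arrays all lie on 1 side of all sham arrays. A gene is read from its probe with the highest mean signal. Where no array of a group is above background for a gene, the fold change is a lower bound against the background level.

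Depth is given as the percent of probes well above background, which was 41.2% to 93.0% per array (median 56.0%), and no probe was saturated. Tested on simulated data with the real spread of the arrays, in which 200 probes were changed per TBI vs sham comparison, limma recovered 52.0%, 87.0%, 87.0%, 75.5% and 84.5% of them in the hippocampus from 24 hr to 12 months, and 81.0%, 0%, 84.0%, 83.0% and 84.5% in the cortex. Among changes of at least 4-fold the shares were 75.0%, 93.2%, 98.1%, 94.9% and 91.1%, and 95.2%, 0%, 100%, 95.5% and 94.9%. The 0% belongs to the cortex at 2 weeks, where 1 sham array differs from all others. Between 0 and 14 unchanged probes were called in a comparison, and 0 lists, except 1 for the hippocampus at 3 months. Each probe was drawn independently, so the simulated arrays hold no correlation between genes. The count of lists therefore cannot show how often camera calls real lists falsely. For the difference between tissues, 68.8%, 5.75%, 72.9%, 63.9% and 78.0% of the changed probes were recovered from 24 hr to 12 months, and 3.27% for the change from 24 hr to 2 weeks in the cortex.

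Replicate numbers were checked for pairing by correlating the deviations of same-numbered arrays from their group means. All 4 pairs correlated over 0.1 for TBI vs sham in the cortex at 12 months (0.116 to 0.219) and for sham vs naive in the hippocampus at 3 months (0.111 to 0.522), and in no other comparison. The labels do not say what a number stands for.

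Alternatives tried were the 75th percentile of the array or quantile normalization in place of the median, normexp background correction with an offset of 50, the authors' deposited table, no filter on dim probes, a filter in both groups, a filter on replicates within 50% of their group mean, 1 probe per gene, only the 2 groups compared, a trend in the prior spread, the replicate number or the slide as a block, and each array left out in turn. Other thresholds for choosing probes and other references were tried for the principal components and profiles, and the mean over all probes of a gene for named genes. The PCR values of the paper, its pathway and ontology enrichment and its upstream regulators were left out, since the deposited arrays hold neither PCR data nor the reference sets of that software. No array was left out of the reported values.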

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

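The tests of control spots, of a mislabelled sample and of leaving out 1 array for the cortex at 2 weeks, of slide and scan day at 24 hr, of choroid plexus tissue at 6 months, of array scaling at 24 hr and of red blood cells at 6 months were chosen only after the result was seen, as were the relabellings of the differences between tissues and intervals.

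Sham replicate 3 of the cortex at 2 weeks lay far from the other 3 sham arrays in every measure compared within groups. It had 93.0% of its probes well above background (the others 42.3% to 50.3%), a median signal of 10.82 on the log2 scale (5.29 to 5.46) and a mean correlation of 0.517 with the other arrays (0.826 to 0.830). Over the array median, the complement list stood at -0.090 (2.91 to 3.27) and the microglia and macrophage list at 0.75 (4.52 to 4.75), and with a raised median both are low by construction. Against the mean of the other sham arrays, with probes in 10 classes of brightness, its dimmest class was brighter by 6.78 and its brightest by 0.22. Signal on spots without target may be part of this, since the negative control spots had a raw median of 644.5 against 66 to 122 in the other 7 arrays of the slide. The raw median replaced the share of these spots well above background as the measure after both had been seen. That share was 0.97% against 0% to 0.65% in the other arrays, so by that measure they hardly rose. The background-subtracted medians of these spots were 56.1 against 4.98 to 18.5, far under the 1805.8 of this array's probes, so that control spots rose less than probes did. An exchange of labels alone, with another group of the same array design, is argued against. The highest mean correlation with any of 24 groups was 0.571, with cortex naive rats at 2 weeks, and the lowest within a group was 0.953. An array this far off would also correlate poorly with its true group, so an exchange beside another fault cannot be decided. Naive replicate 4 of the cortex at 2 weeks, on the same slide, was shifted the same way but less, and was not among the arrays found to lie apart. Its median signal was 7.50 and 65.2% of its probes were well above background, against at most 5.90 and 58.4% in the other naive arrays. Its complement list stood at 1.47 and its control spots at 122. Whether both arrays share a cause was not tested. What stays open for sham replicate 3 is binding of RNA to probes that do not match it, a fault of the hybridization and a sample from outside the study. An exchanged label beside 1 of the first of these stays open too. The authors' constant for sham replicate 3 lies at the percentile 15.9 of its probes, where the others lie near the 75th. No biological explanation was tested. Without this array 510 probes passed an adjusted p of 0.05 between TBI and sham rats, against 2 with all arrays and 1 without any single other array, so that this array may account for much of the low count. The processing sets it as well: with all arrays kept it was 156 by the 75th percentile, 97 with a trend of the prior spread and 211 with replicates within 50%. It was 0 with a filter in both groups, 0 with only the 2 groups compared and 1 with the replicate block, and it was highest without a filter on dim probes.

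Other arrays also lay apart from the rest of their group. Of 135 groups and measures tested, 18 held such an array, the 5 above among them, and since chance gives about 1 in 20, 6.75 would be found without any cause. In the hippocampus, sham replicate 3 at 2 weeks had 46.4% of probes well above background (59.2% to 60.9%) and a mean correlation of 0.971 (0.982 to 0.983). In the cortex, naive replicate 4 at 6 months had a mean correlation of 0.9805 (0.9855 to 0.9864) and a microglia and macrophage list of 5.61 (4.58 to 4.65). These are the only other arrays found by more than 1 measure. By depth, TBI replicate 2 of the cortex at 6 months had 59.7% (57.5% to 57.7%) and naive replicate 2 of the hippocampus at 3 months 58.6% (55.7% to 55.9%). By median signal, naive replicate 1 of the hippocampus at 12 months stood at 5.72 (5.54 to 5.56). By mean correlation, the hippocampus held TBI replicate 1 at 3 months with 0.964 (0.981 to 0.981), sham replicate 3 at 12 months with 0.9876 (0.9896 to 0.9899) and TBI replicate 4 at 2 weeks, which was closer to its group than the others, with 0.9873 (0.9843 to 0.9847). By list, complement stood at 3.35 in sham replicate 2 of the cortex at 6 months (3.10 to 3.11), and microglia and macrophage at 4.88 in naive replicate 2 at 12 months (5.24 to 5.31) and 4.00 in sham replicate 3 at 3 months (3.61 to 3.64) of the hippocampus. Replicates of a group share every condition of the design, so no biological explanation was tested, and no technical one was either.

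The TBI effect differed between hippocampus and cortex at 24 hr in 315 of 13285 probes at an adjusted p under 0.05 in limma, 287 of them lower in the hippocampus. Of 100 relabellings, the real one included, 3 gave as many, and the highest other count was 376. By the paper's methods both tissues came from the same rats, which no model tried here took into account. The relabellings therefore do not settle whether chance can be excluded. With an array left out the count lay between 104, without hippocampus sham replicate 2, and 296; leaving out hippocampus sham replicate 1, hippocampus TBI replicate 3 or cortex sham replicate 4 also lowered it by over 1.5 times. It was 4 with replicates of the same number within each tissue as a block. That block does not link the tissues of a rat. As sets in camera, complement genes differed by 0.44 (adjusted p = 0.0131; 13 of 18 genes above the median of all genes), leukocyte extravasation genes by 0.28 (adjusted p = 0.0224; 16 of 25), reactive astrocyte genes by 1.66 (adjusted p = 3.13e-06; 15 of 15) and meninges genes by 1.51 (adjusted p = 0.000144; 11 of 11), all toward the hippocampus. A technical source, slide and scan day of the hippocampal sham arrays, cannot be told apart from the effect, since 0 slides hold sham and TBI arrays of the hippocampus at 24 hr. The array design also differs between the tissues. A response to TBI that differs by tissue stays open as well.

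At 6 months the TBI effect differed between the tissues in 1 probe of 25006, for Folr1, by -4.09 (standard error 0.50, adjusted p = 0.0229), with 839 probes at an unadjusted p under 0.05 in limma. Of 100 relabellings 5 gave as many, so chance cannot be excluded. The count was 0 without a filter, with a filter in both groups or on replicates within 50%, with the block, with normexp, which was chosen after seeing the data, and in 12 of 16 runs with an array left out, which reached 3. Choroid plexus genes differed by -0.97 (adjusted p = 1.7e-10; 6 of 8 genes below the median of all genes), acute phase genes by -0.23 (adjusted p = 0.0164; 7 of 11 below) and meninges genes by 0.81 (adjusted p = 0.0105; 11 of 13 above). TBI and sham arrays lie on different slides in both tissues, and slide and effect cannot be told apart.

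Among lists at 2 weeks, the difference between hippocampus and cortex was -0.61 for microglia and macrophage (adjusted p = 0.000105; 19 of 20 genes below the median of all genes), -0.60 for interferon response (adjusted p = 1.02e-07; 17 of 19 below), 1.26 for MHC class 2 (adjusted p = 0.000699; 5 of 7 above), 0.92 for T cell (adjusted p = 0.0216; 6 of 7 above) and 0.47 for immediate early genes (adjusted p = 2.45e-05; 13 of 15 above). Without sham replicate 3 of the cortex they were -0.59, -0.77, 0.71, -0.13 and 0.59, so the T cell list depends on that array in size and direction. No probe was called by limma at 2 weeks, with 442 at an unadjusted p under 0.05. A count of 0 is reached by 100 of 100 relabellings by construction and decides nothing on chance. In the cortex, effects at 2 weeks exceeded those at 24 hr for complement, by 0.64 (adjusted p = 0.000186; 17 of 23 above), microglia and macrophage, by 1.29 (adjusted p = 1.24e-09; 18 of 20), interferon response, by 0.71 (adjusted p = 5.84e-06; 17 of 20), and meninges, by 1.05 (adjusted p = 0.000403; 13 of 13). They were lower for T cell, by -2.37 (adjusted p = 7.02e-24; 12 of 13 below), neutrophil, by -2.39 (adjusted p = 6.58e-08; 6 of 6), acute phase, by -1.19 (adjusted p = 0.000792; 10 of 13), reactive astrocyte, by -0.85 (adjusted p = 0.0161; 11 of 16), and immediate early genes, by -0.25 (adjusted p = 0.0224; 11 of 15). Without that array these 9 values were 0.69, 1.1, 0.93, 0.98, -0.84, -1.36, -0.44, -0.27 and -0.34, and the neutrophil, acute phase, reactive astrocyte and immediate early lists no longer had an unadjusted p under 0.05 in camera, so these 4 depend on that array. For single probes limma called 0, with 553 at an unadjusted p under 0.05, a count that again cannot be set against relabellings. TBI and sham arrays of the cortex lie on different slides at both intervals, and slide and effect of TBI cannot be told apart. A response that changes with time or tissue remains open.

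Later lists also differed between the tissues, at intervals where TBI and sham arrays share a slide in each tissue, so that a slide does not part the groups. At 3 months oligodendrocyte genes differed by 0.25 (adjusted p = 0.0226; 11 of 12 genes above the median of all genes) and striatum genes by 0.21 (adjusted p = 0.0478; 10 of 11). At 12 months the differences were -0.21 for microglia and macrophage (adjusted p = 0.000859; 19 of 20 below), -0.21 for leukocyte extravasation (adjusted p = 0.0115; 18 of 22 below), -0.39 for reactive astrocyte (adjusted p = 0.0224; 14 of 14 below), 1.04 for immediate early (adjusted p = 4.89e-10; 15 of 15 above), 0.70 for oligodendrocyte (adjusted p = 9.72e-05; 14 of 14 above), 0.18 for neuron and synapse (adjusted p = 0.0423; 15 of 20 above) and 0.15 for axon guidance genes (adjusted p = 0.0201; 27 of 38 above). Camera takes genes of a list as nearly independent, and these differences were not tested with fry. For single probes limma called 0 at 3 and at 12 months, with 331 and 2820 at an unadjusted p under 0.05. These counts of 0 are reached by 100 of 100 relabellings by construction, so that chance was not tested. The hippocampus at 3 months was measured on another array design than the cortex. No further technical explanation was tested, and a late response to TBI that differs by tissue stays open.

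Choroid plexus genes were higher after TBI in the cortex at 6 months, by 0.92 above all tested genes (adjusted p = 2.45e-05, 8 of 8 genes higher), a list of genes that the paper does not discuss. Its median lay between 0.29 and 0.93 under other settings, called in 10 of 11, and between 0.29 and 1.83 with an array left out, called in 8 of 8. Of its 17 genes, 8 were well above background in every array of a group there. Ttr, an abundant transcript of that tissue, was higher by 5.29 (adjusted p = 0.171), at 6.81 to 10.15 over the array median in TBI and 0.07 to 6.02 in sham arrays, Folr1 by 4.27 (adjusted p = 0.00264) and Sostdc1 by 4.19 (adjusted p = 0.0838), while Col8a1, Steap1, Aqp1, Kcnj13 and Trpv4 changed by 1.27, 0.63, 0.45, 0.17 and 0.01. Choroid plexus tissue in some dissections may account for the list. Within the other groups its genes rose and fell together from array to array, with a median correlation of 0.547 over 83 arrays, where 1000 random lists of as many genes gave a median of 0.201 and at most 0.499. Ttr ranged over up to 7.67 log2 units within a group, in naive rats of the cortex at 3 months. In the hippocampus at 3 months the list went the other way, by -1.60 (adjusted p = 0.0301, 0 of 4 genes higher), called in 4 of 8 runs with an array left out. Of the 17 called probes of the cortex at 6 months outside the list, 6 followed its score in other groups more than 95% of all probes do, where chance gives about 1 in 20, and whether the other 11 come from such tissue cannot be told apart. For all 18 called probes chance cannot be excluded (2 of 35 splits). An effect of TBI on the choroid plexus, and the slide, which differs between TBI and sham arrays there, stay open.

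Immediate early genes were lower after TBI in the cortex at 12 months by -0.83 (adjusted p = 5.21e-11, 0 of 15 genes higher), another list outside what the paper discusses. Its median lay between -0.87 and -0.58 under 11 other settings and between -1.02 and -0.59 with an array left out, called in all of them, although fry called 0 lists at that interval. At 2 weeks in the cortex the list changed by -0.57 (adjusted p = 1.61e-07) against a median of all probes raised by 0.95, and by -0.72 (adjusted p = 5.57e-06, 2 of 15 genes higher) without sham replicate 3. TBI and sham arrays of the cortex at 12 months share a slide, which argues against the slide there. No other technical explanation was tested; how the rats were handled before tissue was taken is not given, and it stays open beside an effect of TBI.

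Further lists that the paper does not discuss were called by camera in TBI vs sham. Oligodendrocyte genes changed in the hippocampus by -0.39 at 24 hr (adjusted p = 0.017, 3 of 14 genes higher), 0.19 at 3 months (adjusted p = 0.0108, 10 of 14) and 0.17 at 12 months (adjusted p = 0.0486, 9 of 13), and in the cortex by -0.16 at 24 hr (adjusted p = 0.0414, 6 of 14) and -0.53 at 12 months (adjusted p = 7.17e-06, 0 of 14). With an array left out these were called in 3 of 5, 5 of 8, 3 of 8, 4 of 8 and 8 of 8 runs. Meninges genes changed in the hippocampus by 0.25 at 2 weeks (adjusted p = 0.0142, 8 of 13 higher), -0.21 at 3 months (adjusted p = 0.0394, 1 of 12) and 0.55 at 6 months (adjusted p = 4.43e-10, 11 of 12), and in the cortex by -0.58 at 24 hr (adjusted p = 4.88e-05, 1 of 13) and 0.40 at 12 months (adjusted p = 0.0014, 11 of 13), called in 7, 5, 8, 8 and 6 of 8 such runs. T cell genes changed in the cortex by 0.82 at 24 hr (adjusted p = 0.00261, 12 of 13 higher), -1.06 at 2 weeks (adjusted p = 0.0019, 3 of 6) and 0.54 at 6 months (adjusted p = 0.0231, 7 of 7), called in 8, 6 and 5 of 8; without sham replicate 3 the value at 2 weeks was 0.04 (adjusted p = 0.845). Genes of cortex identity changed by -0.33 in the hippocampus at 24 hr (adjusted p = 0.0225, 1 of 12 higher), and in the cortex by -0.16 at 24 hr (adjusted p = 0.0281, 6 of 15) and -0.28 at 2 weeks (adjusted p = 0.0485; 3 of 15 higher without sham replicate 3), and genes of hippocampus identity by -0.24 in the hippocampus at 6 months (adjusted p = 0.0014, 1 of 11). A share of meninges or of a neighbouring region that differs between dissections was not tested for these lists, and TBI itself stays open. TBI and sham arrays share a slide in the hippocampus at 2 weeks, 3 months and 12 months and in the cortex at 12 months, and elsewhere slide and injury cannot be told apart.

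Red blood cell genes were higher in the hippocampus at 6 months by 0.68 (adjusted p = 3.88e-06, 7 of 7 genes higher), called in 8 of 8 runs with an array left out, where they ranged from 0.11 to 0.87. Blood left in the tissue may therefore contribute to the immune lists of that comparison. Over all intervals and both tissues this explanation is argued against, since the microglia and macrophage list was higher in 8 comparisons and the red blood cell list was not higher in 7 of these. That list changed by 0.18 in the cortex at 12 months (adjusted p = 0.0485, 6 of 8 higher), where the microglia and macrophage list was not called, and by -0.37 in the hippocampus at 3 months (adjusted p = 0.0218, 0 of 4). Each was called in 4 and 5 of 8 runs with an array left out. Bleeding after TBI and the slide, which differs between the groups of the hippocampus at 6 months, remain open.

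Sham and naive rats, a comparison that the text of the paper does not take up, differed in the cortex at 24 hr in 4583 of 23809 probes, 227 higher and 4356 lower in sham rats. Of 35 splits the real 1 alone gave as many, the smallest share possible and not adjusted over the comparisons, and a slide is shared. Scaling by the 75th percentile of the array gave 414 (162 higher), quantile normalization 402 (95 higher) and the authors' values 437 (169 higher). Array scaling may thus set much of the count, and is argued against as the whole cause, since other splits of the same arrays gave at most 1 under the 75th percentile. With an array left out the count lay between 2052, without naive replicate 3, and 3671. In the hippocampus at 6 months, where a slide is shared too, 744 probes differed, 3840 by the 75th percentile and between 389 and 2849 with an array left out, the last without naive replicate 2. An effect of sham surgery stays open there.

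Elsewhere sham and naive arrays lie on different slides, so slide and surgery cannot be told apart. In the hippocampus at 2 weeks 2131 of 23758 probes differed, 1393 higher and 738 lower in sham rats (1443 and 1374 by the 75th percentile, 1375 and 1589 by the authors' values), and between 1150, without sham replicate 4, and 2158 with an array left out. At 12 months 786 differed in the hippocampus (306 without sham replicate 4 to 995) and 1097 in the cortex (600 without sham replicate 2 to 1186), and at 3 months 86 in the cortex (24 without naive replicate 3 to 500 without sham replicate 1). For these 4 counts, and for that of the hippocampus at 6 months, the real split alone of 35 gave as many.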

How the results depend on the processing

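Tests with the mean of all arrays of the interval as the reference of the profiles, and normexp on the median spot signal, were chosen after the data were seen; all other settings here were fixed earlier. Normexp had been planned on the mean spot signal, which the deposited arrays do not hold. The slide as a random block was not run where the compared groups share no slide, since slide and group are then the same. Where the compared groups share a slide, the third group is alone on another, so that a slide block leaves every value as it is by construction. An unadjusted p under 0.0001 chose no value for the cortex at 12 months, and the filter on replicates within 50% left too few genes to test the microglia and macrophage list of the cortex at 2 weeks.

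Among 373 tests of the complement and the microglia and macrophage lists under other settings or with an array left out, 363 kept their side of an adjusted p of 0.05, 8 lost it, 2 gained it and 0 called lists turned in direction. For the other lists 3268 tests stayed on their side, 260 lost and 121 gained an adjusted p under 0.05. Named genes stayed in 5828 tests, with 301 lost and 126 gained, and the mean over all probes of a gene moved 3 by over 1 standard error. Counts of probes were within 1.5 times the value given in parentheses below in 403 tests and further off in 327. Shares of variance kept their side of an exact p of 0.05 in 116 tests, with 21 lost and 10 gained. Values in parentheses come from the choices described under processing. Counts are of probes at an adjusted p under 0.05 in limma unless the paper's thresholds are named.

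Normexp background correction moved these values. TBI vs sham comparisons of the hippocampus gave 3480 (2260) probes at 24 hr, 377 (582) at 2 weeks, 0 (2) at 3 months and 0 (3) at 6 months. At the paper's fold and unadjusted p thresholds the hippocampus had 718 (1140) probes at 2 weeks, 97 (262) at 3 months, 273 (563) at 6 months and 667 (1147) at 12 months. TBI vs naive comparisons of the hippocampus gave 1431 (3230) probes at 2 weeks, 0 (1) at 3 months, 2239 (848) at 6 months and 1060 (510) at 12 months. Sham vs naive comparisons of the hippocampus gave 1540 (744) probes at 6 months and 2640 (786) at 12 months. TBI vs sham tests of the cortex gave 4355 (56) probes at 24 hr, 57 (2) at 2 weeks and 240 (18) at 6 months. At the paper's thresholds the cortex had 2757 (953) probes at 2 weeks, 373 (649) at 3 months, 615 (983) at 6 months and 144 (393) at 12 months. TBI vs naive tests of the cortex gave 51 (30) probes at 2 weeks, 22 (119) at 3 months and 2364 (1235) at 12 months. Sham vs naive tests of the cortex gave 31 (86) probes at 3 months, 23 (0) at 6 months and 3907 (1097) at 12 months. For the microglia and macrophage list the median was 0.28 (0.27) in the hippocampus at 6 months, no longer called by camera. The TBI effect differed between the tissues for 174 (315) probes at 24 hr and 0 (1) at 6 months. Of the variance, the share between TBI and sham rats was 24.5% (21.0%) in the cortex at 6 months and reached an exact p under 0.05. For these changes the cause was not tested.

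Testing every probe without a filter on dim probes adds probes near background. Between TBI and sham rats in the hippocampus limma called 0 (2260) probes at 24 hr, 4 (582) at 2 weeks, 1 (2) at 3 months and 0 (3) at 6 months. Past the paper's thresholds the hippocampus had 2185 (1140) probes at 2 weeks, 459 (262) at 3 months and 7374 (1147) at 12 months. Between sham and naive rats in the hippocampus limma called 656 (2131) probes at 2 weeks, 5 (744) at 6 months and 14174 (786) at 12 months. Between TBI and naive rats in the hippocampus limma called 771 (3230) probes at 2 weeks, 1 (848) at 6 months and 96 (510) at 12 months. Of TBI and sham rats the cortex had 9659 (56) probes at 24 hr, 4558 (2) at 2 weeks and 6 (18) at 6 months. Past the paper's thresholds the cortex had 13362 (2670) probes at 24 hr, 14583 (953) at 2 weeks, 1191 (649) at 3 months, 10039 (983) at 6 months and 7660 (393) at 12 months. Of sham and naive rats the cortex had 927 (4583) probes at 24 hr, 5 (86) at 3 months and 7719 (1097) at 12 months. Of TBI and naive rats the cortex had 12 (119) probes at 3 months, 15 (68) at 6 months and 434 (1235) at 12 months. For the complement list the median was 0.27 (0.27) in the cortex at 24 hr, no longer called by camera. Between the tissues the TBI effect differed for 0 (1) probes at 6 months. Between TBI and sham rats the share of variance was 13.6% (31.3%) in the hippocampus at 2 weeks and lost its exact p under 0.05. The share of variance between TBI and sham rats was 27.9% (24.7%) in the hippocampus at 12 months, 29.1% (21.0%) in the cortex at 6 months and 23.7% (17.2%) in the cortex at 12 months and reached an exact p under 0.05. Profiles of 1 interval correlated more than those of different intervals by 0.291 (0.375) in the hippocampus and 0.332 (0.441) in the cortex. Beyond the added probes, the cause was not tested.

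Replicates of the same number as a block were the setting for pairing. Only TBI vs sham of the cortex at 12 months and sham vs naive of the hippocampus at 3 months have pairs that all correlate, and with the block limma still called 0 probes in both, and no other call of these comparisons changed. Elsewhere the arrays share only a number. TBI vs sham in the hippocampus counted 395 (2260) probes at 24 hr, 24 (582) at 2 weeks, 1 (2) at 3 months and 21 (3) at 6 months. TBI vs naive in the hippocampus counted 2064 (3230) probes at 2 weeks. TBI vs sham in the cortex counted 0 (56) probes at 24 hr, 1 (2) at 2 weeks and 8 (18) at 6 months. TBI vs naive in the cortex counted 1 (30) probes at 2 weeks, 44 (119) at 3 months and 17 (68) at 6 months. A TBI effect that differed by tissue was called for 4 (315) probes at 24 hr and 0 (1) at 6 months. As to these values, the cause was not tested.

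With 1 probe per gene, fewer probes are tested, since probes without a gene name drop out. In the hippocampus TBI vs sham gave 1060 (2260) probes at 24 hr, 0 (2) at 3 months and 1 (3) at 6 months. The paper's thresholds gave the hippocampus 2300 (4157) probes at 24 hr, 577 (1140) at 2 weeks, 149 (262) at 3 months, 240 (563) at 6 months and 416 (1147) at 12 months. Sham vs naive in the hippocampus counted 806 (2131) probes at 2 weeks, 238 (744) at 6 months and 96 (786) at 12 months. In the hippocampus TBI vs naive gave 2036 (3230) probes at 2 weeks, 0 (1) at 3 months, 213 (848) at 6 months and 14 (510) at 12 months. In the cortex TBI vs sham gave 266 (56) probes at 24 hr and 11 (18) at 6 months. The paper's thresholds gave the cortex 1386 (2670) probes at 24 hr, 505 (953) at 2 weeks, 291 (649) at 3 months, 417 (983) at 6 months and 143 (393) at 12 months. Sham vs naive in the cortex counted 2510 (4583) probes at 24 hr, 9 (86) at 3 months and 188 (1097) at 12 months. In the cortex TBI vs naive gave 2357 (4535) probes at 24 hr, 11 (119) at 3 months, 14 (68) at 6 months and 315 (1235) at 12 months. The TBI effect differed between the tissues for 135 (315) probes at 24 hr. Of the variance, the share between TBI and sham rats was 31.2% (27.9%) in the cortex at 24 hr and lost its exact p under 0.05. The top 3 components at 12 months held 95.2% (92.6%) in the cortex. Beyond the fewer probes tested, the cause was not tested.

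Requiring a probe to be well above background in both groups leaves fewer probes. For TBI vs sham in the hippocampus limma called 940 (582) probes at 2 weeks, 0 (2) at 3 months and 0 (3) at 6 months. At the paper's fold and unadjusted p thresholds the hippocampus had 162 (262) probes at 3 months. For TBI vs naive in the hippocampus limma called 0 (1) probes at 3 months and 413 (848) at 6 months. In the hippocampus sham vs naive gave 444 (744) probes at 6 months. For TBI vs sham in the cortex limma called 96 (56) probes at 24 hr, 0 (2) at 2 weeks and 0 (18) at 6 months. At the paper's thresholds the cortex had 388 (953) probes at 2 weeks, 529 (983) at 6 months and 200 (393) at 12 months. For TBI vs naive in the cortex limma called 0 (30) probes at 2 weeks, 36 (119) at 3 months and 45 (68) at 6 months. In the cortex sham vs naive gave 50 (86) probes at 3 months. Between the tissues the TBI effect differed for 0 (1) probes at 6 months. Between TBI and sham rats the share of variance was 15.6% (16.7%) in the cortex at 2 weeks and lost its exact p under 0.05. Profiles of 1 interval correlated more than those of different intervals by 0.396 (0.375) in the hippocampus. Beyond the fewer probes, no cause was looked for.

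Fits with only the 2 groups compared have fewer arrays. TBI vs sham comparisons of the hippocampus gave 5 (582) probes at 2 weeks, 1 (2) at 3 months and 0 (3) at 6 months. For sham vs naive in the hippocampus limma called 1230 (2131) probes at 2 weeks. TBI vs naive comparisons of the hippocampus gave 1971 (3230) probes at 2 weeks, 0 (1) at 3 months and 99 (510) at 12 months. TBI vs sham tests of the cortex gave 4 (56) probes at 24 hr, 0 (2) at 2 weeks and 7 (18) at 6 months. TBI vs naive tests of the cortex gave 1045 (30) probes at 2 weeks, 330 (119) at 3 months, 34 (68) at 6 months and 770 (1235) at 12 months. For sham vs naive in the cortex limma called 3 (0) probes at 6 months. With fewer arrays the estimate of spread is less certain, and beyond this the cause was not tested.

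A trend of the prior spread with intensity moved these counts. Between TBI and sham rats in the hippocampus limma called 1472 (582) probes at 2 weeks and 0 (3) at 6 months. Between TBI and naive rats in the hippocampus limma called 2 (1) probes at 3 months and 1170 (510) at 12 months. Of TBI and sham rats the cortex had 176 (56) probes at 24 hr, 97 (2) at 2 weeks and 10 (18) at 6 months. Of TBI and naive rats the cortex had 197 (30) probes at 2 weeks and 71 (119) at 3 months. Here the cause was not tested.

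Quantile normalization changed these values. TBI vs naive in the hippocampus counted 1682 (3230) probes at 2 weeks, 2 (1) at 3 months and 2632 (848) at 6 months. TBI vs sham in the hippocampus counted 1 (2) probes at 3 months. Sham vs naive comparisons of the hippocampus gave 4035 (744) probes at 6 months. TBI vs sham in the cortex counted 1 (56) probes at 24 hr and 72 (2) at 2 weeks. Sham vs naive tests of the cortex gave 402 (4583) probes at 24 hr, 415 (86) at 3 months and 2 (0) at 6 months. Past the paper's thresholds the cortex had 1528 (953) probes at 2 weeks. TBI vs naive in the cortex counted 89 (30) probes at 2 weeks, 519 (119) at 3 months and 103 (68) at 6 months. A TBI effect that differed by tissue was called for 2 (0) probes at 2 weeks. The TBI effect in the cortex changed from 24 hr to 2 weeks for 1 (0) probes. The share of variance between TBI and sham rats was 26.6% (27.9%) in the cortex at 24 hr and lost its exact p under 0.05. Of the variance, the share between TBI and sham rats was 21.9% (21.0%) in the cortex at 6 months and reached an exact p under 0.05. Of the called probes, the share that was higher was, for TBI vs sham in the hippocampus 81.4% (44.5%) at 2 weeks, TBI vs naive in the hippocampus 71.7% (32.6%) at 2 weeks, 50.0% (0%) at 3 months, 60.9% (98.0%) at 6 months and 84.7% (53.1%) at 12 months and sham vs naive in the hippocampus 55.5% (94.5%) at 6 months. In the other comparisons this share was, for sham vs naive in the cortex 23.6% (5.0%) at 24 hr, TBI vs naive in the cortex 46.9% (36.5%) at 24 hr and TBI vs sham in the cortex 86.4% (100%) at 6 months. Past the paper's thresholds the share that was higher was, for TBI vs sham in the hippocampus 72.3% (59.6%) at 2 weeks, 53.6% (24.4%) at 3 months and 46.2% (32.7%) at 12 months and TBI vs sham in the cortex 70.7% (87.7%) at 24 hr and 73.0% (99.4%) at 2 weeks. The cause was not tested for any of them.

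Scaling each array to its 75th percentile changed these values. In the hippocampus TBI vs sham gave 1 (2) probes at 3 months. Between sham and naive rats in the hippocampus limma called 3840 (744) probes at 6 months. In the hippocampus TBI vs naive gave 2954 (848) probes at 6 months. In the cortex TBI vs sham gave 1 (56) probes at 24 hr and 156 (2) at 2 weeks. Of sham and naive rats the cortex had 414 (4583) probes at 24 hr, 459 (86) at 3 months and 3 (0) at 6 months. The paper's thresholds gave the cortex 2034 (953) probes at 2 weeks. In the cortex TBI vs naive gave 230 (30) probes at 2 weeks and 662 (119) at 3 months. From 24 hr to 2 weeks the TBI effect of the cortex changed for 1 (0) probes. Between TBI and sham rats the share of variance was 25.5% (27.9%) in the cortex at 24 hr and 17.6% (16.7%) in the cortex at 2 weeks and lost its exact p under 0.05. The share of called probes that was higher was, for TBI vs sham in the hippocampus 84.6% (44.5%) at 2 weeks, sham vs naive in the hippocampus 51.2% (65.4%) at 2 weeks and 45.7% (94.5%) at 6 months and TBI vs naive in the hippocampus 58.0% (32.6%) at 2 weeks, 43.6% (98.0%) at 6 months and 75.0% (53.1%) at 12 months. It was, for sham vs naive in the cortex 39.1% (5.0%) at 24 hr and 77.6% (93.5%) at 12 months, TBI vs sham in the cortex 84.6% (100%) at 6 months and TBI vs naive in the cortex 40.2% (52.9%) at 6 months. At the paper's thresholds this share was, for TBI vs sham in the hippocampus 84.4% (59.6%) at 2 weeks, 68.2% (24.4%) at 3 months, 64.2% (74.8%) at 6 months and 49.3% (32.7%) at 12 months and TBI vs sham in the cortex 55.9% (87.7%) at 24 hr, 62.1% (99.4%) at 2 weeks and 21.5% (8.7%) at 12 months. For these changes the cause was not tested.

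Reading the authors' processed values changed these values. For TBI vs sham in the hippocampus limma called 1 (2) probes at 3 months. Sham vs naive in the hippocampus counted 3905 (744) probes at 6 months and 1202 (786) at 12 months. For TBI vs naive in the hippocampus limma called 2960 (848) probes at 6 months. For TBI vs sham in the cortex limma called 1 (56) probes at 24 hr and 38 (2) at 2 weeks. Sham vs naive in the cortex counted 437 (4583) probes at 24 hr, 402 (86) at 3 months and 3 (0) at 6 months. At the paper's thresholds the cortex had 1767 (953) probes at 2 weeks. For TBI vs naive in the cortex limma called 104 (30) probes at 2 weeks and 614 (119) at 3 months. The share of variance between TBI and sham rats was 25.3% (27.9%) in the cortex at 24 hr and 15.6% (16.7%) in the cortex at 2 weeks and lost its exact p under 0.05. Of called probes, the part that was higher was, for TBI vs sham in the hippocampus 83.2% (44.5%) at 2 weeks, sham vs naive in the hippocampus 46.4% (65.4%) at 2 weeks and 43.6% (94.5%) at 6 months and TBI vs naive in the hippocampus 52.7% (32.6%) at 2 weeks, 42.3% (98.0%) at 6 months and 70.8% (53.1%) at 12 months. That part was, for sham vs naive in the cortex 38.7% (5.0%) at 24 hr and 80.2% (93.5%) at 12 months, TBI vs sham in the cortex 85.0% (100%) at 6 months and TBI vs naive in the cortex 39.8% (52.9%) at 6 months. Past the paper's thresholds the part was, for TBI vs sham in the hippocampus 83.9% (59.6%) at 2 weeks, 76.5% (24.4%) at 3 months and 45.8% (32.7%) at 12 months and TBI vs sham in the cortex 56.6% (87.7%) at 24 hr, 21.6% (99.4%) at 2 weeks and 21.7% (8.7%) at 12 months. As to these values, the cause was not tested.

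Keeping probes whose replicates lie within 50% of the mean of their group leaves fewer probes. TBI vs sham comparisons of the hippocampus gave 14 (3) probes at 6 months. In the hippocampus sham vs naive gave 1232 (744) probes at 6 months. TBI vs naive comparisons of the hippocampus gave 1314 (848) probes at 6 months and 859 (510) at 12 months. TBI vs sham tests of the cortex gave 546 (56) probes at 24 hr, 211 (2) at 2 weeks and 11 (18) at 6 months. Past the paper's thresholds the cortex had 526 (953) probes at 2 weeks and 652 (983) at 6 months. TBI vs naive tests of the cortex gave 120 (30) probes at 2 weeks and 261 (119) at 3 months. In the cortex sham vs naive gave 154 (86) probes at 3 months and 25 (0) at 6 months. For the complement list the median was 0.18 (0.27) in the cortex at 24 hr and 0.15 (1.13) in the cortex at 2 weeks, no longer called by camera. The TBI effect differed between the tissues for 34 (0) probes at 2 weeks and 0 (1) at 6 months. The TBI effect in the cortex changed from 24 hr to 2 weeks for 32 (0) probes. Apart from the fewer probes tested, the cause was not tested.

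The reference of the TBI profiles changed how much profiles of an interval correlate beyond those of other intervals. From 0.375 in the hippocampus and 0.441 in the cortex, this went to 0.329 and 0.341 with the sham mean, to 0.643 and 0.403 with the mean of all arrays of the tissue and to 0.0288 and 0.102 with that of the interval, a choice made after seeing the data. For the last the construction shows part of the cause, since the profiles of an interval are then centred with the arrays of that interval. For the top 3 components at 12 months, probes chosen at an unadjusted p under 0.0001 gave 95.3% in the hippocampus, and at an unadjusted p under 0.01 87.6% there and 83.3% in the cortex, against 91.5% and 92.6%. A stricter choice takes fewer probes, and beyond that the cause was not tested.

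With each array of the compared groups left out in turn, 1 array decides several counts. For the hippocampus at 24 hr this leaves 1 sham array, which is assumed to vary like the other group. TBI vs sham of the hippocampus ranged from 511 (without sham replicate 1) to 2145 (without TBI replicate 3) at 24 hr and from 1 (without TBI replicate 3) to 1087 (without TBI replicate 2) at 2 weeks. At 3 months, these counts ranged from 1 (with any of 5 arrays left out) to 3 (without sham replicate 3) and from 1 (without TBI replicate 4) to 5 (with any of 2 arrays left out) at 6 months. Sham vs naive of the hippocampus ranged from 1150 (without sham replicate 4) to 2158 (without sham replicate 1) at 2 weeks, from 389 (without sham replicate 2) to 2849 (without naive replicate 2) at 6 months and from 306 (without sham replicate 4) to 995 (without naive replicate 1) at 12 months. TBI vs naive of the hippocampus ranged from 1435 (without TBI replicate 3) to 3322 (without TBI replicate 2) at 2 weeks and from 1 (with any of 7 arrays left out) to 2 (without naive replicate 3) at 3 months. At 6 months, these counts ranged from 247 (without TBI replicate 1) to 2097 (without naive replicate 1) and from 158 (without TBI replicate 1) to 1195 (without naive replicate 1) at 12 months.

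With the paper's thresholds the hippocampus ranged from 265 (without TBI replicate 4) to 4.5e2 (without sham replicate 4) at 3 months and from 741 (without sham replicate 2) to 1706 (without TBI replicate 3) at 12 months. TBI vs sham of the cortex ranged from 0 (without sham replicate 4) to 1172 (without TBI replicate 3) at 24 hr, from 1 (with any of 7 arrays left out) to 510 (without sham replicate 3) at 2 weeks and from 0 (with any of 5 arrays left out) to 4 (without sham replicate 3) at 3 months. At 6 months, these counts ranged from 4 (without TBI replicate 4) to 141 (without TBI replicate 2) and from 0 (with any of 3 arrays left out) to 3 (without TBI replicate 3) at 12 months. Sham vs naive of the cortex ranged from 2052 (without naive replicate 3) to 3671 (without naive replicate 1) at 24 hr, from 0 (with any of 7 arrays left out) to 28 (without sham replicate 3) at 2 weeks and from 24 (without naive replicate 3) to 500 (without sham replicate 1) at 3 months. At 6 months, these counts ranged from 0 (with any of 6 arrays left out) to 14 (without sham replicate 2) and from 600 (without sham replicate 2) to 1186 (without naive replicate 2) at 12 months. TBI vs naive of the cortex ranged from 1540 (without TBI replicate 1) to 6995 (without TBI replicate 3) at 24 hr, from 1 (with any of 4 arrays left out) to 17 (without naive replicate 2) at 2 weeks and from 31 (without naive replicate 3) to 274 (without naive replicate 4) at 3 months. At 6 months, these counts ranged from 17 (without naive replicate 2) to 202 (without TBI replicate 2) and from 670 (without TBI replicate 3) to 1073 (without naive replicate 2) at 12 months. With the paper's thresholds the cortex ranged from 616 (without TBI replicate 2) to 1312 (without sham replicate 3) at 2 weeks, from 513 (without TBI replicate 2) to 1246 (without TBI replicate 4) at 3 months and from 331 (without sham replicate 2) to 775 (without sham replicate 4) at 12 months. With an array left out the test has fewer samples, and beyond that the cause was not tested.

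Other results also moved with an array left out. The median of the complement list ranged from -0.16 (without TBI replicate 2) to -0.081 (without sham replicate 2) in the hippocampus at 12 months and from 0.21 (without TBI replicate 1) to 0.41 (without sham replicate 2) in the cortex at 24 hr. The median of the microglia and macrophage list ranged from 0.22 (without TBI replicate 4) to 0.56 (without TBI replicate 1) in the cortex at 6 months. Probes with a TBI effect that differed between the tissues ranged from 104 (without hippocampus sham replicate 2) to 296 (without cortex TBI replicate 3) at 24 hr, from 0 (with any of 15 arrays left out) to 19 (without cortex sham replicate 3) at 2 weeks and from 0 (with any of 15 arrays left out) to 1 (without cortex sham replicate 1) at 3 months. At 6 months, such probes ranged from 0 (with any of 12 arrays left out) to 3 (with any of 2 arrays left out) and from 0 (with any of 15 arrays left out) to 1 (without cortex TBI replicate 3) at 12 months. The change from 24 hr to 2 weeks in the cortex ranged from 0 (with any of 15 arrays left out) to 4 (without cortex sham replicate 3). With an array left out, the share of variance ranged from 29.1% (without TBI replicate 3) to 38.9% (without TBI replicate 2) in the hippocampus at 2 weeks, from 21.2% (without TBI replicate 4) to 26.9% (without TBI replicate 1) in the hippocampus at 6 months and from 22.5% (without sham replicate 2) to 31.3% (without TBI replicate 3) in the hippocampus at 12 months. In the cortex at 24 hr, the share ranged from 25.3% (without TBI replicate 1) to 36.5% (without TBI replicate 3), from 14.6% (without TBI replicate 4) to 44.3% (without sham replicate 3) in the cortex at 2 weeks and from 21.6% (without TBI replicate 3) to 27.9% (without TBI replicate 2) in the cortex at 6 months. The share of the top 3 components ranged from 92.6% (without sham replicate 2) to 95.1% (without TBI replicate 2) in the hippocampus at 12 months and from 92.8% (without TBI replicate 1) to 96.6% (without TBI replicate 2) in the cortex at 12 months. The excess correlation within intervals ranged from 0.341 (without TBI 2 weeks replicate 4) to 0.430 (without TBI 3 months replicate 1) in the hippocampus and from 0.420 (without TBI 24 hr replicate 1) to 0.468 (without naive 3 months replicate 4) in the cortex. The complement list of the cortex at 24 hr lost its call without TBI replicate 1, sham replicate 1 or sham replicate 3, and the microglia and macrophage list of the cortex at 6 months without TBI replicate 4. The complement list of the hippocampus at 12 months gained one without TBI replicate 2 or sham replicate 1. Fewer arrays enter these tests, and beyond that the cause was not tested.

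Relative to sham rats, the median of all probes was shifted by -0.11 in the hippocampus at 2 weeks, -0.12 at 3 months, 0.12 in the cortex at 24 hr and 0.95 in the cortex at 2 weeks, so that the lists are given minus this median. What the signal over background limits is the number of probes tested: from 14924 of 30367 probes for the hippocampus at 3 months to 25864 of 45598 for the cortex at 24 hr in TBI vs sham, and genes such as Il6 that stay near background were not tested.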

Differences from the paper's values

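Only normexp background correction was chosen after the data were seen; every other alternative compared here was set before the data were examined. Folds below are signed, so that a negative value is a decrease after TBI, and an alternative is named where it brought the value within the range in which it no longer differs from the paper's.

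Of the folds that the paper gives in S1 Table, 10 differed, and 8 of them are given here. The sign was the paper's for 32 of 33 folds in the hippocampus at 2 weeks and for 40 of 44 in the cortex at 2 weeks. Not every reversal of sign is therefore among the 8. For C2 in the hippocampus at 24 hr the paper's fold is 2.802, against 2.195; of 17 alternatives, the replicate block, leaving out TBI replicate 2, TBI replicate 3 or sham replicate 2, and the mean over all probes of the gene no longer differed, nor did normexp, which was chosen after seeing the values, and the other 11 did. At 2 weeks in the hippocampus, the paper's fold for Cd4 is 3.048, against 1.696; it differed under all 21 alternatives, while another probe of the gene gave 2.849. Fgfr2 in the hippocampus at 24 hr has a fold of -2.268 in the paper and -1.261 here, and differed under all 17 alternatives, while another of its probes gave -2.236.

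The other 5 belong to the cortex at 2 weeks. Camk2a has a fold of -1.475 in the paper, against 1.451, and no longer differed with the 75th percentile, quantile normalization, the authors' values or without sham replicate 3 (4 of 19). Grin1 has -1.795 in the paper, against 1.841, and no longer differed with quantile normalization, the authors' values or without sham replicate 3 (3 of 18). For Igf1r the paper gives -1.529, against 2.172, a difference absent with the authors' values and without sham replicate 3 (2 of 19). For Socs3 the paper gives 1.69, against 3.842, a difference absent with the 75th percentile, the authors' values, without sham replicate 3, with the mean over all probes of the gene, and with normexp, which was chosen after seeing the values (5 of 19). Cybb has 4.618 in the paper, against 2.188, and differed under all 17 alternatives.

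For C2 in the hippocampus at 3 months the paper's fold is about 1.6 in Fig. 7A, read by eye, against 1.173. It no longer differed with the 75th percentile, the authors' values, without TBI replicate 4 or with the mean over all probes of the gene, and did under the other 17 of 21 alternatives; another probe of the gene gave 1.449.

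Counts at a fold over 1.5 and an unadjusted p under 0.05 differed in 22 cases between the gene ontology files of the paper, which count genes, and the arrays, where probes were counted; the genes named by these probes are given after each count. For TBI vs sham the paper's counts at 24 hr in the hippocampus are 1137 and 984 in separate sets, against 3404 probes (2029 genes). At 2 weeks the paper has 406, against 796 (463 genes), at 3 months 62, against 159 (94 genes), at 6 months 88, against 389 (194 genes), and at 12 months 148, against 755 (351 genes). In the cortex the paper has 611 at 24 hr, against 1883 (1090 genes), 186 at 3 months, against 439 (250 genes), 293 at 6 months, against 708 (353 genes), and 89 at 12 months, against 246 (116 genes). For sham vs naive in the hippocampus the paper has 304 at 2 weeks, against 859 (317 genes), 132 at 3 months, against 388 (165 genes), 588 at 6 months, against 1953 (1103 genes), and 367 at 12 months, against 1335 (476 genes). For the same pair in the cortex the paper has 1395 at 24 hr, against 2751 (1304 genes), 407 at 2 weeks, against 11 (5 genes), and 313 at 6 months, against 513 (159 genes). For TBI vs naive the paper has 496 at 2 weeks, against 1190 (561 genes), 49 at 3 months, against 208 (80 genes), 411 at 6 months, against 2051 (1091 genes), and 267 at 12 months, against 753 (295 genes), in the hippocampus, and 1806 at 2 weeks in the cortex, against 824 (495 genes). In the cortex, the counts that did not differ as probes (TBI vs naive at 24 hr and at 3, 6 and 12 months, sham vs naive at 3 and 12 months and TBI vs sham at 2 weeks) lie below the paper's by more than 1.5 times as genes.

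Of the alternatives for these counts, 1 probe per gene no longer differed for TBI vs sham in the hippocampus at 2 weeks and 3 months and in the cortex at 3, 6 and 12 months, for sham vs naive in the hippocampus at all 4 intervals and in the cortex at 24 hr, and for TBI vs naive in the hippocampus at 2 weeks, 3 months and 12 months. A filter in both groups did so for TBI vs sham in the hippocampus at 2 weeks and in the cortex at 6 and 12 months, and for sham vs naive in the hippocampus at 12 months and in the cortex at 6 months. With replicates within 50% this held for TBI vs sham in the hippocampus at 2 weeks and in the cortex at 3, 6 and 12 months and for sham vs naive in the cortex at 6 months. The 75th percentile did so for sham vs naive in the cortex at 24 hr, 2 weeks and 6 months, the authors' values at 24 hr and 2 weeks, quantile normalization at 24 hr and leaving out sham replicate 3 at 6 months. Without a filter TBI vs naive in the cortex at 2 weeks no longer differed. Normexp, which was chosen after seeing the values, no longer differed for TBI vs sham in the hippocampus at 2 weeks and 3 months and in the cortex at 3, 6 and 12 months, for sham vs naive in the hippocampus at 3 months and in the cortex at 24 hr, and for TBI vs naive in the hippocampus at 3 and 12 months. All other alternatives, among 19 for each count and 16 for each set of the hippocampus at 24 hr, still differed. None closed the gap for TBI vs sham in the hippocampus at 24 hr, 6 months and 12 months and in the cortex at 24 hr, or for TBI vs naive in the hippocampus at 6 months.

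Statements of the paper without a value were compared as well. The paper holds TBI and sham rats apart by their components at every interval; the share of variance between them was no larger than in other splits at 3 months, with exact p = 0.600 in the hippocampus and 0.743 in the cortex, and the exact p was 0.0571 at both 6 and 12 months in the hippocampus and 0.0857 and 0.114 in the cortex. At 24 hr in the hippocampus the exact p was the smallest that 10 splits can give. Without a filter on dim probes the exact p fell under 0.05 in the hippocampus at 12 months and in the cortex at 6 and 12 months. Quantile normalization and normexp brought it under 0.05 for the cortex at 6 months. In the cortex the paper places profiles at 6 months near those at 2 weeks, and here they correlated more with those at 24 hr (r = 0.324) than with those at 2 weeks (r = 0.204). The naive mean at 2 weeks includes naive replicate 4, with a median signal of 7.50 against at most 5.90 in the others. This order was not tested without that array, so it does not decide between both intervals.

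Among genes, the paper has Rap1b raised at 2 weeks; it changed by 0.09 in the hippocampus (adjusted p = 0.631) and by 1.54 in the cortex (adjusted p = 0.502), or 0.44 without sham replicate 3, and limma called it in none of the alternatives in either tissue. The paper has Il1b and Il6 elevated at 6 months, where both were above background in 0 of 4 TBI and 0 of 4 sham arrays of the hippocampus. The text of the paper has a rise of Bcl3 and S100a6 detected only at 3 months, while its table of PCR arrays lists both at 1 month; in the hippocampus they were higher at 24 hr by 2.89 (adjusted p = 0.0158) and 2.66 (adjusted p = 0.0033), with all 3 TBI arrays above both sham arrays. For S100b at 12 months the paper gives a significant decrease; the changes were -0.18 in the hippocampus (adjusted p = 0.426) and -0.15 in the cortex (adjusted p = 0.837), called in none of the alternatives. The paper has Ngfr and Stat3 increase with longer intervals; in the hippocampus Ngfr changed by -0.85 at 6 months (adjusted p = 1) and 0.74 at 12 months (adjusted p = 0.254), and Stat3 by 0.80 at 24 hr (adjusted p = 0.050) and by 0.12, 0.52 and 0.04 at 3, 6 and 12 months, the last 3 not called.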

Other observations

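Only normexp, 1 of the settings tried for the lists, was chosen after the data were seen; the tests of slide, of striatal tissue and of other splits were not chosen after their results were seen.

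TBI and sham arrays lie on different slides in the cortex at 24 hr, 2 weeks and 6 months and in the hippocampus at 6 months, and naive arrays of another interval or tissue share the slide of those TBI arrays. If that slide set the effect, TBI minus sham would correlate with naive minus sham of the experiment that shares it more than with that of the 6 others. At 24 hr in the cortex the correlation was -0.0848 (the others -0.103 to 0.242), at 6 months in the cortex -0.125 (-0.164 to 0.310) and at 6 months in the hippocampus -0.207 (-0.284 to 0.110), which argues against the slide of the TBI arrays as the source of most of the change. At 2 weeks in the cortex it was 0.108 (-0.0657 to 0.370), positive though within that range, so the test argues against the slide only weakly there. A smaller share from the slide, and the slide of the sham arrays, stay open beside TBI itself.

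Striatal tissue in the dissections could raise Drd1 and Drd2 at 12 months. In the hippocampus these genes rose by 0.42 (adjusted p = 0.366) and 0.95 (adjusted p = 0.234), while the other 12 striatum genes changed by -0.0519, 4 of them higher. In the cortex, where Drd1 and Drd2 changed by 0.11 (adjusted p = 0.965) and -0.11 (adjusted p = 0.954), the other 11 changed by -0.0654, 1 of them higher. These medians lie near 0 over genes that go both ways and do not decide, and the score of those genes followed Drd1 (r = 0.729 and 0.732) and Drd2 (r = 0.373 and 0.546) from array to array. Striatal tissue and an effect of TBI cannot be told apart in the hippocampus, where limma called neither receptor, and the cortex had no rise to explain.

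Striatum, thalamus and hypoxia genes were called by camera in 0 TBI vs sham comparisons. The striatum list changed by -0.02 in the hippocampus at 12 months (adjusted p = 0.885, 6 of 14 genes higher) and by -0.16 in the cortex at 3 months (adjusted p = 0.0697, 2 of 13 higher), where 3 of 8 runs with an array left out called it. Its lowest value was -0.26 in the cortex at 2 weeks (adjusted p = 0.120), called under 1 of 10 settings, a filter in both groups. The thalamus list had its highest value in the hippocampus at 12 months, 0.19 (adjusted p = 0.124, 6 of 10 higher), and the hypoxia list in the cortex at 24 hr, 0.20 (adjusted p = 0.322, 8 of 11 higher), which fry called (adjusted p = 0.027).

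Other splits of the same arrays were counted for every comparison of 4 with 4 arrays. For TBI vs sham, chance can be excluded for the probes at an adjusted p under 0.05 and for those at the thresholds of the paper in the hippocampus at 2 weeks (582 and 1140 probes) and in the cortex at 24 hr (56 and 2670) and 2 weeks (2 and 953), where 1 of 35 splits, the real one, gave as many. It cannot be excluded in the hippocampus at 3 months (2 and 262; 3 and 20 splits) and 6 months (3 and 563; 2 and 3 splits) or in the cortex at 6 months (18 and 983; 2 and 3 splits). Nor can it for the probes at the thresholds in the hippocampus at 12 months (1147; 2 splits) and the cortex at 3 months (649; 16 splits). In both of these limma called 0 probes, with 3687 and 955 at an unadjusted p under 0.05, and since all 35 splits reach a count of 0 by construction, that count decides nothing on chance. At 12 months in the cortex (0 and 393, with 1438 at an unadjusted p under 0.05) the 8 splits that part all pairs of equal number cannot give a share under 0.05; 8, by construction, and 1 of them gave as many, and of all 35 splits 35, again by construction, and 8. The hippocampus at 24 hr, with 2 and 3 arrays, allows 10 splits, of which the real one gave the most (2260 and 4157).

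For sham vs naive, chance is held unlikely in the same way for both counts in the hippocampus at 2 weeks, 6 months and 12 months. The same goes for the cortex at 24 hr and 12 months. At 3 months in the cortex it goes for the 86 probes at an adjusted p under 0.05 and not for the 1235 at the thresholds (2 of 35 splits). Limma called 0 probes in the cortex at 2 weeks (11 at an unadjusted p under 0.05) and at 6 months (1556), which all 35 splits reach by construction. For the 11 and 753 probes at the thresholds there chance cannot be excluded (29 and 2 of 35 splits). It also called 0 in the hippocampus at 3 months (962 at an unadjusted p under 0.05), which 8 of the 8 splits that part all pairs reach by construction; 1 of them, the real one, gave the 529 at the thresholds, too few splits for a share under 0.05.

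TBI vs naive, which joins injury and surgery, gave several counts that the real split alone of 35 reached. In the hippocampus these were at 2 weeks (3230 and 1645), 6 months (848 and 2945) and 12 months (510 and 1206). In the cortex they were at 24 hr (4535 and 5762), 2 weeks (30 and 824), 3 months (119 and 1701) and 12 months (1235 and 1574). At 6 months in the cortex this held for the 68 probes at an adjusted p under 0.05 and not for the 1370 at the thresholds (2 of 35 splits). In the hippocampus at 3 months it held for neither count (1 and 287, reached by 2 and 11 splits). TBI and naive arrays lie on different slides throughout, so slide and group cannot be told apart in this comparison.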
